# Circulating exosomal microRNAs as potential biomarkers of hepatic injury and inflammation in a murine model of glycogen storage disease type 1a

**DOI:** 10.1242/dmm.043364

**Published:** 2020-09-18

**Authors:** Roberta Resaz, Davide Cangelosi, Martina Morini, Daniela Segalerba, Luca Mastracci, Federica Grillo, Maria Carla Bosco, Cristina Bottino, Irma Colombo, Alessandra Eva

**Keywords:** Glycogen storage disease type 1a, Hepatocellular adenoma, Biomarkers, Exosomes, Liver, MicroRNA

## Abstract

Most patients affected by glycogen storage disease type 1a (GSD1a), an inherited metabolic disorder caused by mutations in the enzyme glucose-6-phosphatase-α (G6Pase-α), develop renal and liver complications, including the development of hepatocellular adenoma/carcinoma. The purpose of this study was to identify potential biomarkers of the pathophysiology of the GSD1a-affected liver. To this end, we used the plasma exosomes of a murine model of GSD1a, the LS-*G6pc*^−/^^−^ mouse, to uncover the modulation in microRNA expression associated with the disease. The microRNAs differentially expressed between LS-*G6pc*^−/−^ and wild-type mice, LS-*G6pc*^−/−^ mice with hepatocellular adenoma and LS-*G6pc*^−/−^ mice without adenoma, and LS-*G6pc*^−/−^ mice with amyloidosis and LS-*G6pc*^−/−^ mice without amyloidosis were identified. Pathway analysis demonstrated that the target genes of the differentially expressed microRNA were significantly enriched for the insulin signaling pathway, glucose and lipid metabolism, Wnt/β-catenin, telomere maintenance and hepatocellular carcinoma, and chemokine and immune regulation signaling pathways. Although some microRNAs were common to the different pathologic conditions, others were unique to the cancerous or inflammatory status of the animals. Therefore, the altered expression of several microRNAs is correlated with various pathologic liver states and might help to distinguish them during the progression of the disease and the development of late GSD1a-associated complications.

## Abstract (precis)

**Summary:** Mice with glycogen storage disease type 1a (GSD1a) show altered expression of several microRNAs, correlated with various pathologic liver states. This might help us to understand the progression of the disease and the development of late GSD1a-associated complications.

## INTRODUCTION

Glycogen storage disease type 1a (GSD1a) is an autosomal rare metabolic disorder caused by a mutation in the catalytic subunit of glucose-6-phosphatase-α (G6Pase-α), a key enzyme in glucose homeostasis. G6Pase-α is expressed in the liver, kidney and intestine, and catalyzes the hydrolysis of glucose-6-phosphate (G6P) to glucose and phosphate, the terminal steps in gluconeogenesis and glycogenolysis (Chou et al., 2002).

Patients with GSD1a are unable to maintain glucose homeostasis and show growth retardation, hypoglycemia, hepatomegaly, kidney enlargement, hyperlipidemia, hyperuricemia and lactic acidemia. Long-term symptoms include gout, osteoporosis, renal failure and hepatic adenomas, with risk for malignancy. The disease is controlled by dietary therapies, which consist of continuous nasogastric infusion of glucose or frequent oral administration of uncooked cornstarch (Chen et al., 1984), to prevent hypoglycemia.

Unfortunately, the control of hypoglycemia cannot prevent the progressive deterioration of the liver and kidney. Liver dysmetabolism is severe, and blood chemistry parameters are altered, with high triglyceride and cholesterol concentrations. Persistent liver dysmetabolism results in a progressive worsening of the clinical parameters and the formation of hepatocellular adenomas (HCAs), which progress to hepatocellular carcinomas (HCCs) in 10% of cases (Labrune et al., 1997). Fifty-two percent of GSD1a adenomas can be classified as inflammatory type (IHCA) and 28% as β-catenin-mutated type with upregulation of glutamine synthetase (bHCA), and the remaining 20% are unclassified (UHCA) (Calderaro et al., 2013). The elevated percentage of adenomas with β-catenin-activating mutations might explain the risk of malignant transformation of HCA to HCC in GSD1a patients. Liver transplant is the only option in the most severe cases.

GSD1a patients exhibit marked variability in the severity of symptoms and complications, and the underlying pathologic pathways that develop with the progress of the disease are poorly understood. MicroRNAs are small, noncoding RNAs that regulate gene expression by targeting messenger RNA and are actively studied as biomarkers for their stability, as diagnostic/prognostic indicators for their mirroring cellular components and as a source of indication of therapeutic targets for their biological activities. Aberrant microRNA expression profiles have been reported in cancer, rare diseases and tissue degeneration (Hu et al., 2012).

The use of genetically engineered mouse models can be an efficient way of discovering prognostic markers and can minimize the problems associated with the use of human subjects, such as the variability in the histopathologic subtypes of the subjects enrolled in the study or the lack of homogeneous methods for sample collection and storage, because we can control the age of the mice, the environmental factors and the sampling protocol.

In this study, we explored the possibility of using exosomal microRNAs (Exo-miRs) as disease markers in a liver-specific murine model of GSD1a, LS-*G6pc*^−/−^, that we have generated (Resaz et al., 2014). Our animal model, in which only the liver is affected, is ideal to identify the contribution of Exo-miRs to the specific hepatic pathologic manifestations of GSD1a. We analyzed the expression of Exo-miRs in the plasma of LS-*G6pc*^−/−^ mice to derive specific biomarkers and prognostic indicators of liver degeneration, onset of HCA and its progression to HCC. We identified potential biomarkers of the pathophysiology of the diseased liver, including Exo-miRs discriminating LS-*G6pc*^−/−^ mice with adenomas from LS-*G6pc*^−/−^ mice without adenomas. Our results indicate the potential of blood as a surrogate tissue to study the development of HCA and malignant transformation to HCC in GSD1a patients.

## RESULTS

### Analysis of Exo-miR and data normalization

We searched for Exo-miR biomarkers for pathologic manifestations of GSD1a in plasma exosomes of LS-*G6pc*^−/−^ mice of different ages by comparing the Exo-miR expression profiles of diseased versus control wild-type (WT) mice. A flowchart summarizing the main steps of these analyses is shown in Fig. S1. Mice were divided into six groups according to their age. A total of 45 LS-*G6pc*^−/−^ and 18 WT mice were analyzed. All LS-*G6pc*^−/−^ mice used in the study displayed the features typical of this mouse model of GSD1a (Resaz et al., 2014). Sixteen LS-*G6pc*^−/−^ mice developed HCA. None of the WT mice showed liver abnormalities, as expected. Exosomes from 100 µl of plasma of LS-*G6pc*^−/−^ mice and age-matched controls were isolated. Total RNA was extracted, and the presence of Exo-miRs was evaluated by capillary electrophoresis to ensure the retrieval of sufficient material for the subsequent analyses. RNA samples were reverse transcribed, pre-amplified and used to set up a rodent microRNA array card that allowed measurement of the expression of 381 targets for each sample by qRT-PCR.

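Each array card was a plate of 384 wells read by TaqMan qRT-PCR, with assays for 375 microRNAs and with control wells. The controls were the small nuclear RNA U6 in 4 wells, the small RNAs snoRNA135, snoRNA202, U87 and Y1, and a plant microRNA that mice lack. A well gives a Ct, the PCR cycle at which its fluorescence passes a threshold of 0.1. A Ct is on a log2 scale, and 1 cycle less stands for about 1 doubling of the microRNA. The LS-*G6pc*-/- mouse lacks glucose-6-phosphatase in the liver. One card was run for each of the 63 mice. LS-*G6pc*-/- mice numbered 4 at 1-3 months of age, 6 at 4-6, 5 at 7-9, 4 at 10-12, 10 at 12-15 and 16 at 16-18 months, and 3 WT mice were analyzed at each age. The methods give the fifth age group as 13-15 months. The deposited sample labels number the age groups and give a time of 1 day for every mouse, so the ages in months were taken from the paper. Of the LS-*G6pc*-/- mice of 10-18 months, 16 had HCA, 13 had amyloidosis and 7 had both. The authors counted a Ct outside 14-32 as missing and subtracted from each Ct the mean of all measured Ct of the same mouse. These steps were repeated from the cards, and the values differed from the deposited normalized ones by at most 0.0275 cycles, or by 4.97e-09 when the first U6 well was counted for each of the U6 wells, as in the deposited table. An assay missing in more than 5% of the mice was then left out, and a missing value was set to the highest normalized Ct of that microRNA plus 1. The sign was turned, so that a higher value on the log2 scale means more of the microRNA. Groups were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method.
The number of measured assays sets the depth of a card. Its median was 120 in LS-*G6pc*-/- mice, with 68 on the card with the fewest, and 150.5 in WT mice, with 81 on the card with the fewest. The means were 126 ± 29.2 (SD, n = 45) and 146.5 ± 22.8 (SD, n = 18), and these differed by -20.4 (two-sided permutation test, p = 0.0102). The run times stored with the cards were grouped by calendar year into 3 run periods. Batches of cards within a year, if any, are not held fixed by this grouping. Run period 1 held 8 LS-*G6pc*-/- mice, run period 2 held 26 LS-*G6pc*-/- mice and 1 WT mouse, and run period 3 held 11 LS-*G6pc*-/- and 17 WT mice. LS-*G6pc*-/- and WT mice can therefore be compared within a run period in run period 3 alone, where LS-*G6pc*-/- cards had 122 measured assays on average and WT cards 148 (two-sided permutation test, p = 0.0120).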

Raw qRT-PCR expression data were analyzed with the PIPE-T tool to remove any unwanted technical variability, filtering out Exo-miRs for which expression was not sufficiently reliable and handling the missing values that occurred in the raw data profiles (see Materials and Methods). The raw data were normalized using the global mean method (Mestdagh et al., 2009), which was effective in reducing unwanted technical variability (Fig. S2A,B). Noise reduction was significant (Kolmogorov–Smirnov *P*-value <0.05), as shown in Fig. S2C. 

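Noise was measured as the coefficient of variation between the 63 mice, computed for each of the 61 retained Exo-miRs on the linear scale, that is, on 2 to the power of minus the Ct. Its median was 1.21 before and 0.872 after the mean of each mouse had been subtracted. The coefficient was lower after this step for 58 of the 61 Exo-miRs. The distributions before and after differed with a Kolmogorov-Smirnov distance of 0.492 (two-sided p = 4.63e-07). This test counts each Exo-miR as 1 value, and Exo-miRs of the same mice are not independent replicates.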

Given that missing values are not uncommon when microRNA expression values are analyzed, we measured their proportion in LS-*G6pc*^−/−^ and WT profiles and found that 11,769 of 24,192 *Ct* values (48.6%) were missing. 

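Missing values were not spread evenly, and among the assays measured in a different share of LS-*G6pc*-/- and WT mice, those of miR-139-3p, miR-31, miR-125a-3p, miR-380-5p and miR-200b had the smallest p-values. miR-139-3p, from the strand of the miR-139 hairpin that is usually degraded, was measured in 27 of 45 LS-*G6pc*-/- mice and in 0 of 18 WT mice (adjusted p = 0.000918, two-sided Fisher's exact test). miR-31, which is expressed in epithelia, was measured in 23 LS-*G6pc*-/- mice and in 18 of 18 WT mice (adjusted p = 0.00411, same test). miR-125a-3p was measured in 1 LS-*G6pc*-/- mouse and in 8 WT mice (adjusted p = 0.00411), and miR-200b, which keeps cells epithelial, in 17 and 16 mice (adjusted p = 0.00651). miR-380-5p, of the imprinted *Dlk1-Dio3* cluster, was measured in 26 LS-*G6pc*-/- mice and in 1 WT mouse (adjusted p = 0.00487). In all, 135 assays were measured in at least 5 mice and not measured in at least 5, and 24 of them passed this test at an adjusted p under 0.05, of which 19 were measured in a smaller share of LS-*G6pc*-/- mice. Cards of LS-*G6pc*-/- mice had fewer measured assays in all, 126 on average against 146.5 in WT mice. The test does not take this depth into account, so the smaller shares cannot be told apart from it. Within run period 3, 0 assays passed in Fisher's exact test (16 at an unadjusted p under 0.05), and miR-139-3p was measured in 0 of 11 LS-*G6pc*-/- mice. miR-380-5p was measured there in 0 of 11 LS-*G6pc*-/- and 1 of 17 WT mice. miR-31, miR-125a-3p and miR-200b kept a smaller share, with 6, 0 and 5 of 11 LS-*G6pc*-/- mice against 17, 8 and 15 of 17 WT mice (adjusted p = 0.131, 0.131 and 0.144, same test). In that run period, too, LS-*G6pc*-/- cards had fewer measured assays (122 on average against 148). The 11769 missing values are the wells without a Ct. A further 4073 wells had a Ct above 32 and 37 a Ct under 14, so that 15879 wells (65.6%) counted as missing, and 55.5% when a Ct of up to 35 was accepted.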

Given that missing values are difficult to handle using the standard statistical analysis, it was necessary to filter out those Exo-miRs for which the number of missing values exceeded 5% of the number of samples and to impute the remaining missing values. We used the Mestdagh method for imputing missing values. 

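miR-122, the most abundant microRNA of hepatocytes, was measured in 38 of 45 LS-*G6pc*-/- mice and 15 of 18 WT mice, which was too few for it to be kept. Of the 61 Exo-miRs that remained, 40 were measured in every mouse. The level of miR-19b, of the miR-17 cluster, was 4.45 ± 1.31 (SD, n = 45) in LS-*G6pc*-/- mice and 6.03 ± 0.80 (SD, n = 18) in WT mice, on the log2 scale and relative to the mean of all measured assays of the same mouse.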

After filtering and imputation, we obtained a total number of 61 Exo-miRs to be considered for further analysis (data not shown).

### LS-*G6pc*^−/−^ mice express deregulated Exo-miR

We compared Exo-miR expression levels in groups of mice characterized by various pathologic conditions to identify deregulated Exo-miRs or an Exo-miR signature specific for the evolution of the disease. Initially, we compared LS-*G6pc*^−/−^ mice with WT mice. Our analysis identified 11 downregulated and one upregulated Exo-miR in LS-*G6pc*^−/−^ mice in comparison to WT mice (Table 1). Of these, several, including miR-29amiR-145a-5p, miR-342-3p, miR-744-5pmiR-15b-5p and miR-142-3p, are considered biomarkers of HCC and are involved in HCC growth, metastasis or resistance to chemotherapy (Chen et al., 2015; Fu et al., 2018; Gao et al., 2017; Li et al., 2017; Liu et al., 2018; Mahati et al., 2017; Qiu et al., 2019; Shi et al., 2015; Tan et al., 2015; Tsang et al., 2015; Wang et al., 2017). Moreover, the downregulated miRs let-7i-5p, miR-29-3p, miR-342-3p and miR-744-5p have been associated with signaling pathways relevant in glucose and lipid metabolism (Cheng et al., 2018; Li et al., 2013; Liang et al., 2013; Zhang et al., 2019b; Zhu et al., 2011).

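Most retained Exo-miRs had a lower level in LS-*G6pc*-/- mice than in WT mice. At an adjusted p under 0.05 from limma, 43 of the 61 were lower and 1, miR-409-3p, was higher in the 45 LS-*G6pc*-/- mice than in the 18 WT mice (45 at an unadjusted p under 0.05). With run period as a block 9 of these 44 passed, 8 lower and 1 higher. miR-744, which targets a transforming growth factor beta transcript, had a level of -0.61 ± 1.30 (SD, n = 45) in LS-*G6pc*-/- mice and 1.33 ± 0.84 (SD, n = 18) in WT mice. Its log2 fold change was -1.94 (standard error 0.34, adjusted p = 1.09e-05), and 41 of 45 LS-*G6pc*-/- mice lay below the WT mean. miR-15b, of a family that restrains the cell cycle, was at -0.75 ± 1.6 in LS-*G6pc*-/- mice and 1.12 ± 1.38 in WT mice (SD, same mice), with a log2 fold change of -1.86 (standard error 0.42, adjusted p = 0.000487). miR-19b, which promotes cell growth, had a log2 fold change of -1.57 (standard error 0.34, adjusted p = 0.000439). miR-222, which targets a cell-cycle inhibitor, had a log2 fold change of -1.52 (standard error 0.34, adjusted p = 0.000463). miR-30e, miR-139-5p, miR-106a and miR-92a had log2 fold changes of -1.45, -1.55, -1.23 and -1.17, but none of these 4 passed with run period as a block (adjusted p = 0.0987, 0.283, 0.212 and 0.103, limma). In run period 3 alone, the log2 fold change was -2.03 for miR-744 (adjusted p = 0.00597), -1.72 for miR-15b (adjusted p = 0.0179), -1.3 for miR-19b (adjusted p = 0.0197) and -1.26 for miR-222 (adjusted p = 0.0387). The median log2 fold change of the 61 Exo-miRs was -0.97, and miR-744 lay at -0.97 relative to it. This median moved to -0.08 when the mean of the 44 assays measured in every mouse was subtracted instead, which sets it near 0 by construction because 40 of those 44 assays are among the 61 Exo-miRs. The other 4 of the 44 are the U6 wells. With that scaling 3 Exo-miRs (miR-744, miR-15b and miR-19b) were lower and 5 were higher, and 4 of these 8 were among the 44 that had passed before. With U6 as the reference 0 passed in limma (7 at an unadjusted p under 0.05).

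**Figure D1:**
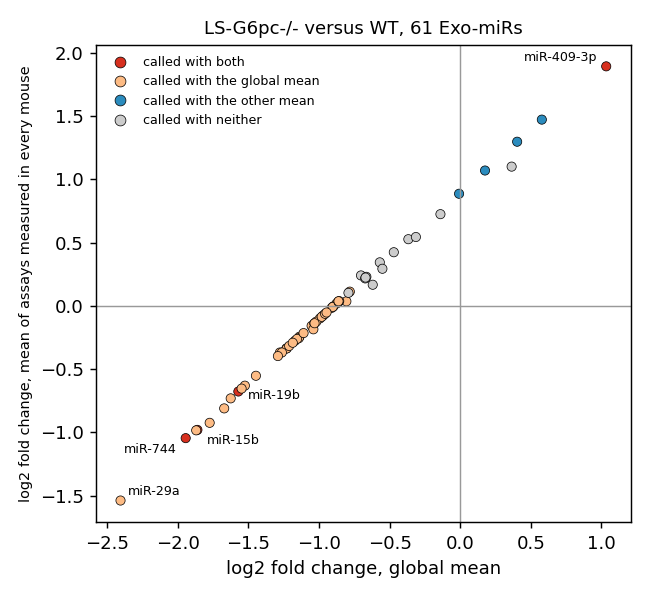
Log2 fold change of each of the 61 retained Exo-miRs between LS-*G6pc*-/- and WT mice, with the global mean, that is, the mean of all measured assays of a mouse, subtracted (x axis) and with the mean of the 44 assays measured in every mouse subtracted (y axis). Each point is an Exo-miR, colored by whether it passed with both scalings (red), with the former alone (orange), with the latter alone (blue) or with neither (grey). Most points lie left of 0 on the x axis, and the median on the y axis is near 0 by construction, as 40 of the 44 assays are among the Exo-miRs shown.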

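Each of these 6 Exo-miRs was lower in LS-*G6pc*-/- mice in limma, with a median log2 fold change of -1.86 (adjusted p = 6.03e-06, fry, which tests whether the members of a list move on balance one way and compares no list with others). All 6 were also lower when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With run period as a block 2 of the 6 were lower and the median was -1.06 (adjusted p = 0.0354, fry). miR-29a, which restrains collagen production in the liver, was at 0.45 ± 2.65 (SD, n = 45) in LS-*G6pc*-/- mice and 2.85 ± 0.84 (SD, n = 18) in WT mice. Its log2 fold change of -2.4 (standard error 0.60, adjusted p = 0.00106) was -0.96 in run period 3 (adjusted p = 0.0596). miR-342-3p, which is found in leukocytes, was at -0.72 ± 2.12 in LS-*G6pc*-/- mice and 1.05 ± 1.06 in WT mice (SD, same mice), a log2 fold change of -1.77 (standard error 0.50, adjusted p = 0.00293) that turned to 0.30 in run period 3 (adjusted p = 0.547). miR-142-3p, which is restricted to blood cells, had a log2 fold change of -1.26 (standard error 0.38, adjusted p = 0.00475), and of -1.29 in run period 3 (adjusted p = 0.0387), but it did not pass with run period as a block (adjusted p = 0.0987) or with the mean of the assays measured in every mouse (adjusted p = 0.276). With the mean of the assays measured in every mouse subtracted, the list had a median of -0.98 (adjusted p = 2.03e-05, fry). With that mean and run period as a block the median was -0.38, with 1 member lower.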

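let-7i belongs to the let-7 family, which represses components of insulin signaling. Its level was -0.21 ± 1.68 (SD, n = 45) in LS-*G6pc*-/- mice and 1.46 ± 1.25 (SD, n = 18) in WT mice. The log2 fold change was -1.67 (standard error 0.43, adjusted p = 0.00109, limma), and 38 of 45 LS-*G6pc*-/- mice lay below the WT mean. It was -1.9 in run period 3 (adjusted p = 0.00921) and -1.58 with run period as a block (adjusted p = 0.0268). With the mean of the assays measured in every mouse subtracted, it was -0.81 (adjusted p = 0.0534).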

**Table 1.**
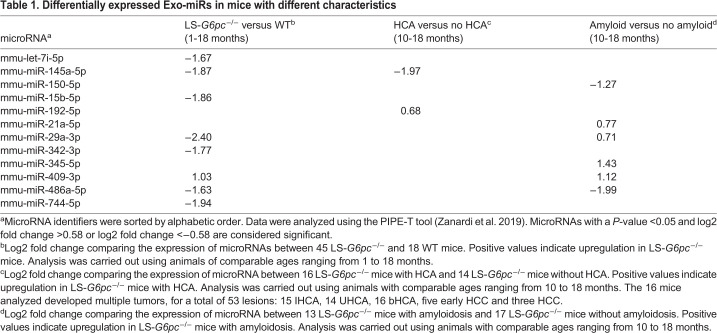
**Differentially expressed Exo-miRs in mice with different characteristics**

We then compared Exo-miR expression levels in LS-*G6pc*^−/−^ mice with HCA versus LS-*G6pc*^−/−^ mice without HCA. Differential expression analysis by the rank product method identified one downregulated and one upregulated Exo-miR in LS-*G6pc*^−/−^ mice with HCA versus LS-*G6pc*^−/−^ mice without HCA (Table 1). 

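miR-145, which is abundant in smooth muscle and other mesenchymal cells and restrains the growth of tumor cells, was lower in LS-*G6pc*-/- mice with HCA. Its level was -1.22 ± 1.83 (SD, n = 16) in mice with HCA and 1.31 ± 1.23 (SD, n = 14) in mice of 10-18 months without HCA. The log2 fold change was -2.53 (standard error 0.55, adjusted p = 0.00297, limma), and 15 of 16 mice with HCA lay below the mean of those without. miR-328 was the other Exo-miR of the 2 that passed (16 at an unadjusted p under 0.05). It was at 0.52 ± 1.19 with HCA and 2.08 ± 1.19 without (SD, same mice), a log2 fold change of -1.57 (standard error 0.45, adjusted p = 0.0390), also with 15 of 16 mice below. miR-192, which is enriched in hepatocytes, was at 2.22 ± 2.02 with HCA and 1.56 ± 1.22 without (SD, same mice), and its log2 fold change of 0.66 (standard error 0.58, adjusted p = 0.401) did not pass in limma. The note to Table 1 sets an unadjusted p of 0.05 and an absolute log2 fold change of 0.58. At those thresholds miR-192 passed by the rank product (p = 0.00983), as 1 of 3 Exo-miRs. By the rank product at an adjusted p under 0.05, 0 passed (5 at an unadjusted p under 0.05). miR-192 lay above the mean of mice without HCA in 9 of 16 mice, and its log2 fold change within run periods 1, 2 and 3 was 1.76, -0.65 and 2.54. Within run periods 1, 2 and 3 the log2 fold change of miR-145 was -2.39 (3 mice with HCA and 3 without), -1.77 (11 and 5) and -2.05 (2 and 6), and that of miR-328 was -1.58, -1.7 and -0.11. With run period as a block these were -1.98 for miR-145 (standard error 0.55, adjusted p = 0.0583) and -1.3 for miR-328 (adjusted p = 0.218), so that 0 passed in limma (8 at an unadjusted p under 0.05). In limma 0 passed as well with age group as a covariate (3 at an unadjusted p under 0.05) and without mice of under 100 measured assays (10).

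**Figure D2:**
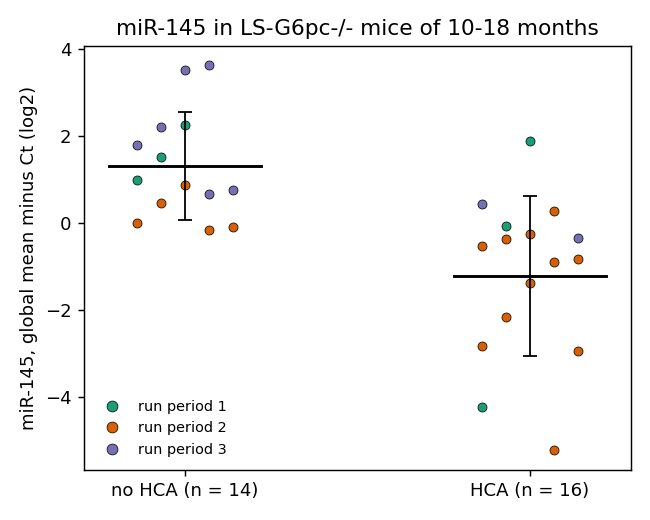
Level of miR-145 (y axis, log2, relative to the mean of all measured assays of the mouse) in LS-*G6pc*-/- mice of 10-18 months without and with HCA (x axis). Points are mice, colored by the run period of their card, and lines give the mean ± SD of 1.31 ± 1.23 without HCA and -1.22 ± 1.83 with HCA.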

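The level of miR-145 was 0.06 ± 2.08 (SD, n = 45) in all LS-*G6pc*-/- mice and 1.93 ± 1.5 (SD, n = 18) in WT mice. This is a log2 fold change of -1.87 (standard error 0.51, adjusted p = 0.00238, limma), with 37 of 45 LS-*G6pc*-/- mice below the WT mean. In run period 3 it was -0.44 (adjusted p = 0.481), and with run period as a block -0.75 (adjusted p = 0.283).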

Of note, miR-145a-5p was also found to be downregulated in LS-*G6pc*^−/−^ mice compared with WT (Table 1).

We previously reported that 90% of LS-*G6pc*^−/−^ mice show marked amyloid deposition in the liver and kidney by 12 months of age (Resaz et al., 2014). Amyloidosis is a complication of GSD, especially type 1b, usually with a renal localization (Dick et al., 2012). The reason for this is not clear, but it is reasonable to speculate that amyloidosis in LS-*G6pc*^−/−^ mice might be associated with liver inflammation. Thus, we compared Exo-miR expression levels in LS-*G6pc*^−/−^ mice with and without amyloidosis. Differential expression analysis identified two downregulated Exo-miRs and five upregulated Exo-miRs in LS-*G6pc*^−/−^ mice with amyloidosis versus LS-*G6pc*^−/−^ mice without amyloidosis. Among these, some Exo-miRs were also found to be deregulated in the other groups analyzed (Table 1). 

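Among the 61 Exo-miRs, 0 passed at an adjusted p under 0.05 in limma between the 13 LS-*G6pc*-/- mice of 10-18 months with amyloidosis and the 17 without (4 at an unadjusted p under 0.05, and 0 by the rank product at an adjusted p under 0.05). miR-486, which is abundant in erythrocytes, had the smallest p-value. Its level was 2.92 ± 1.71 (SD, n = 13) with and 4.67 ± 1.24 (SD, n = 17) without amyloidosis, a log2 fold change of -1.75 (standard error 0.53, adjusted p = 0.119), with 11 of 13 mice below the mean of those without. miR-409-3p was at -0.51 ± 1.36 with and -1.88 ± 2.18 without amyloidosis (SD, same mice), a log2 fold change of 1.37 (standard error 0.64, adjusted p = 0.607). miR-345-5p was at 0.34 ± 1.27 with and -1.0 ± 2.0 without (SD, same mice), a log2 fold change of 1.34 (standard error 0.60, adjusted p = 0.607). Each of these was higher in 12 of 13 mice than the mean of those without. All mice of this comparison with under 100 measured assays were without amyloidosis (lowest card 68, against 103 among those with it). Their miR-345-5p was -1.03, -2.84, -4.10, -3.75 and -5.37 in KO1385, KO1412, KO1413, KO1087 and KO1313, by sample label. The last is the value set for a missing assay. The mean of miR-345-5p without amyloidosis thus rests in part on cards of low depth. miR-150, of lymphocytes, had a log2 fold change of -0.99, and miR-21, which rises in many inflamed tissues, one of 0.63 (adjusted p = 0.607 and 0.665). miR-192 and miR-29a had log2 fold changes of 0.75 and 0.28 (adjusted p = 0.607 and 0.887). At the thresholds of the note to Table 1, with rank product p-values, 8 Exo-miRs passed (5 higher, 3 lower). miR-486, miR-150 and miR-342-3p were lower, and miR-409-3p, miR-345-5p, miR-685, miR-27a and miR-101a were higher. Of these miR-685, miR-27a and miR-101a are named here after their values were seen. miR-192, miR-21 and miR-29a did not pass (rank product, p = 0.0646, 0.147 and 0.0882). Within run periods 1, 2 and 3 the log2 fold change of miR-486 was -0.86, -2.12 and -0.29 (3, 8 and 2 mice with amyloidosis and 3, 8 and 6 without). The direction turned between these run periods for miR-150 (0.65, -1.11 and -1.19), miR-21 (-1.89, 1.68 and 0.51), miR-192 (-0.89, 1.66 and -0.56) and miR-29a (-0.70, 1.25 and 0.29).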

In fact, miR-192-5p and miR-409-3p were also upregulated and miR-486a-5p was downregulated in LS-*G6pc*^−/−^ mice compared with WT (Table 1). 

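miR-409-3p was the Exo-miR with a higher level in LS-*G6pc*-/- mice than in WT mice. It comes from an imprinted cluster between *Dlk1* and *Dio3*, of which 41 microRNAs had an assay on the card and 1 was retained. Its level was -1.31 ± 1.79 (SD, n = 45) in LS-*G6pc*-/- mice and -2.34 ± 1.54 (SD, n = 18) in WT mice, a log2 fold change of 1.03 (standard error 0.46, adjusted p = 0.0403, limma), and 32 of 45 LS-*G6pc*-/- mice lay above the WT mean. In run period 3 it was 2.05 (adjusted p = 0.0179). miR-486 was at 4.34 ± 1.61 in LS-*G6pc*-/- mice and 5.96 ± 1.15 in WT mice (SD, same mice), a log2 fold change of -1.62 (standard error 0.41, adjusted p = 0.00106), with 39 of 45 LS-*G6pc*-/- mice below. In run period 3 this was -0.76 (adjusted p = 0.144). miR-192 was at 1.79 ± 1.56 and 1.61 ± 1.42 (SD, same mice), and its log2 fold change of 0.18 (adjusted p = 0.696) did not pass, turned to -0.36 in run period 3 (adjusted p = 0.555) and reached 1.07 with the mean of the assays measured in every mouse subtracted (adjusted p = 0.0498). With that mean in run period 3 it was 0.33 and did not pass (adjusted p = 0.663, limma).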

Interestingly, miR-192-5p, miR-345-5p, miR-409-3p, miR-21a-5p and miR-150-5p have been associated with an inflammatory condition, and, among them, miR-345-5p, miR-21a-5p and miR-150-5p are unique to the amyloidosis status of the animals.

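The 5 microRNAs of this list went both ways. Between mice with and without amyloidosis, 0 of 5 passed in limma over all Exo-miRs or when adjusted over the list alone, and their median log2 fold change was 0.75 (adjusted p = 0.512, fry). With the mean of the assays measured in every mouse subtracted, they were higher on balance in mice with amyloidosis (adjusted p = 0.0164, fry). Between LS-*G6pc*-/- and WT mice 1 was higher and miR-21 and miR-150 were lower (log2 fold changes of -0.95 and -0.96, adjusted p = 0.0445 and 0.0281, limma), and 0 passed when adjusted over the list alone. Neither of these 2 passed with run period as a block (adjusted p = 0.118 and 0.520), and in run period 3 the log2 fold change was -1.15 for miR-21 (adjusted p = 0.0303) and -0.20 for miR-150 (adjusted p = 0.701). The median of the 5 was 0.18 and lay above 0 although fry gave a move toward lower levels (p = 0.722), and with the mean of the assays measured in every mouse the median was 1.07 and the move was toward higher levels (adjusted p = 0.000769). With that mean and run period as a block the median was 0.27. miR-345-5p had a log2 fold change of 0.36 (adjusted p = 0.488). The study chose this list on these samples, so it is not independent evidence.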

Therefore, the altered expression of several Exo-miRs is correlated with various pathologic liver conditions and might help to discriminate affected animals during the progression of the disease and development of late GSD1a-associated complications.

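Lists of microRNAs typical of a cell type or of a family were compared by fry, with the number of members that passed in limma beside each. The lists share members, so they are not separate results. miR-16, miR-25 and miR-92a are in the erythrocyte and in family lists, and miR-223 in the leukocyte and platelet lists. miR-15b, miR-142-3p and miR-342-3p of the HCC-associated list are in others too. The median of all 61 Exo-miRs was -0.97 for genotype and -0.72 for HCA. Between LS-*G6pc*-/- and WT mice, 5 of 5 erythrocyte microRNAs were lower, among them miR-451 with a log2 fold change of -1.21, with a median of -1.17 (adjusted p = 0.000595). Of the leukocyte microRNAs 5 of 5 were lower, among them miR-223 with -1.15, with a median of -1.15 (adjusted p = 0.000629). Lower as well were 9 of 10 members of the miR-17 cluster and its paralogs (median -1.07, adjusted p = 0.000595), 3 of 3 of miR-15/16 (median -1.05, adjusted p = 0.000595) and 4 of 5 of miR-30 (median -1.19, adjusted p = 0.000863). None of these 5 lists passed in fry once the mean of the assays measured in every mouse, which centers most Exo-miRs by construction, was subtracted (medians -0.28, -0.26, -0.18, -0.16 and -0.29 in the order above, adjusted p = 0.218, 0.197, 0.197, 0.132 and 0.245), where 0, 0, 1, 1 and 0 members were lower in limma. A fit with run period as a block, chosen for the lists after the values were seen, left 0, 0, 1, 1 and 1 members lower, and the leukocyte list did not pass (median -0.34, adjusted p = 0.186, fry), while the other 4 did (adjusted p = 0.0380, 0.0380, 0.0380 and 0.0354). Of 5 platelet microRNAs 3 were lower (median -0.91, adjusted p = 0.0132), of 6 let-7 microRNAs 2 (median -0.69, adjusted p = 0.0185) and of 3 hepatocyte microRNAs 1 (median -0.55, adjusted p = 0.194), but fry gave a move toward higher levels for these 3 lists with the mean of the assays measured in every mouse subtracted (medians -0.02, 0.23 and 0.29) or with quantile normalization, and for platelet and hepatocyte microRNAs with U6. The platelet list did not pass with run period as a block either (adjusted p = 0.225, 0 members lower). The counts were the same when adjusted over the list alone.
Between mice with and without HCA, leukocyte microRNAs were lower (median -1.21, adjusted p = 0.0181, 5 of 5 lower when adjusted over the list alone and 0 over all Exo-miRs). Platelet microRNAs had a median of -1.09 (adjusted p = 0.0378, 3 lower when adjusted over the list alone), miR-15/16 one of -0.72 (adjusted p = 0.0393, 1 lower) and the HCC-associated list one of -1.28 (adjusted p = 0.0181, 4 lower). The lists of erythrocytes, hepatocytes, let-7, miR-17, miR-30 and inflammation did not pass (medians -0.75, 0.43, -0.62, -0.73, -0.47 and 0.10, adjusted p = 0.0675, 0.847, 0.192, 0.111, 0.268 and 0.755), and for hepatocytes and inflammation fry gave a move toward lower levels although the median lay above 0, which turned to higher levels with the mean of the assays measured in every mouse or with quantile normalization, as did miR-30 and, with the latter, let-7. With the mean of the assays measured in every mouse subtracted, leukocyte microRNAs (median -0.57, adjusted p = 0.0404) and the HCC-associated list (median -0.66, adjusted p = 0.0247) passed, and platelet and miR-15/16 microRNAs did not (medians -0.45 and -0.08). In fry 0 lists passed with age group as a covariate and 0 with run period as a block (3 at an unadjusted p under 0.05 in each). Between mice with and without amyloidosis 0 lists passed in fry (1, of erythrocytes, at an unadjusted p under 0.05). From the Exo-miRs that differed in the 3 comparisons, the paper reasons that their levels go with liver conditions and might help to tell affected mice apart.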

### Time-course analysis highlights the age-dependent modulation of Exo-miR representation in LS-*G6pc*^−/−^ mouse exosomes

Understanding the trend of expression of candidate Exo-miRs could provide insight regarding the determination of biomarkers. Ideal biomarkers would not only be able to discriminate GSD1a patients from healthy subjects, but would also indicate the clinical stage. Therefore, the age-dependent modulation of Exo-miR representation might be instrumental to finding biomarkers of LS-*G6pc*^−/−^ mouse disease. The levels of the 61 Exo-miRs were examined in LS-*G6pc*^−/−^ mice at different time points during disease progression using the BETR method. The medians of their levels in both LS-*G6pc*^−/−^ and WT mouse exosomes were plotted at 1-3, 4-6, 7-9, 10-12, 12-15 and 16-18 months of age. 

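miR-744 was lower in LS-*G6pc*-/- mice than in WT mice at each of the 6 ages, with log2 fold changes of -2.37, -1.54, -1.59, -1.23, -2.48 and -1.49 from the youngest to the oldest group. It was the 1 Exo-miR that passed a limma F test over the 6 differences (adjusted p = 0.0429), and 16 passed at an unadjusted p under 0.05. With run period as a block 0 passed in limma (5 at an unadjusted p under 0.05), and the call of miR-744 was kept in 10 of 31 fits that each left out 1 mouse of the groups with at most 5 mice (adjusted p from 0.0249 without mouse KO1160 to 0.122 without mouse WT226, by sample label). miR-19b (adjusted p = 0.0642) had its largest log2 fold change at 1-3 months, -3.27, as did miR-15b (adjusted p = 0.0685) with -4.10. At that age all 4 LS-*G6pc*-/- mice were in run period 2 and all 3 WT mice in run period 3, while among LS-*G6pc*-/- mice of the other ages run period 2 lay at -0.39 against run period 3 for miR-19b (95% interval -1.42 to 0.65) and at -0.20 for miR-15b (95% interval -1.27 to 0.87), with age group as a covariate and chosen after the values were seen. miR-29a (adjusted p = 0.0685) had its largest at 7-9 months, -5.52, where 2 of the 5 LS-*G6pc*-/- mice held the value set for a missing assay, all 5 were in run periods 1 and 2 and all 3 WT mice were in run period 3. The mean log2 fold change over the ages was -1.47 for miR-19b, -1.65 for miR-15b, -2.54 for miR-29a, -1.6 for miR-342-3p and -1.42 for let-7i. Of the 16 Exo-miRs of Fig. 1, 12 had a lower median in LS-*G6pc*-/- mice at every age, and 16 a lower mean. The 4 others by medians, let-7d, let-7i, miR-142-3p and miR-342-3p, were lower at 5 of the 6 ages. Over all 61 retained Exo-miRs, those of Fig. 1 included, 26 had a lower median at every age and 34 a lower mean. The paper chose the 16 on these same mice, so their counts are not independent evidence.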

The level of expression of 14 microRNAs was significantly reduced in LS-*G6pc*^−/−^ mice compared with WT mice in all age groups (Fig. 1). miR-744-5p, miR-29a-3p, miR-15b-5p, miR-342-3p and let-7i-5p were among the most significantly downregulated microRNAs when comparing LS-*G6pc*^−/−^ and WT mice. Furthermore, the levels of expression of let-7d and miR-142-3p in LS-*G6pc*^−/−^ mice increased over time, starting from a downregulation in younger LS-*G6pc*^−/−^ mice and becoming an upregulation in the older LS-*G6pc*^−/−^ mice. These findings indicate an age-dependent modulation of expression as the LS-*G6pc*^−/−^ mice became older.

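At 1-3 months let-7d was at -2.16 ± 0.94 (SD, n = 4) in LS-*G6pc*-/- mice and 1.25 ± 0.41 (SD, n = 3) in WT mice, and the LS-*G6pc*-/- cards of that age were all of run period 2 and the WT cards all of run period 3. At 16-18 months it was at -1.09 ± 1.18 (SD, n = 16) and -0.90 ± 2.26 (SD, n = 3). The difference of the medians was -3.17, -0.52, -1.81, -0.44, -0.57 and 1.13 from the youngest to the oldest group, and that of the means -3.41, -0.95, -0.57, -0.36, -0.61 and -0.19. miR-142-3p was at 1.71 ± 0.57 (SD, n = 4) and 5.02 ± 0.63 (SD, n = 3) at 1-3 months, and at 1.95 ± 0.93 (SD, n = 16) and 2.64 ± 2.75 (SD, n = 3) at 16-18 months. Its differences of the medians were -3.0, -0.88, -1.19, -0.96, -0.53 and 0.64. The 3 WT mice of 16-18 months lay far apart, with let-7d at 1.69, -2.46 and -1.92 in mice WT104, WT206 and WT207, by sample label. Without mouse WT206 the difference of the medians at that age was -0.68 for let-7d and -1.17 for miR-142-3p, without mouse WT207 it was -0.41 and -1.54, and without mouse WT104 it was 1.4 and 1.0.

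**Figure D3:**
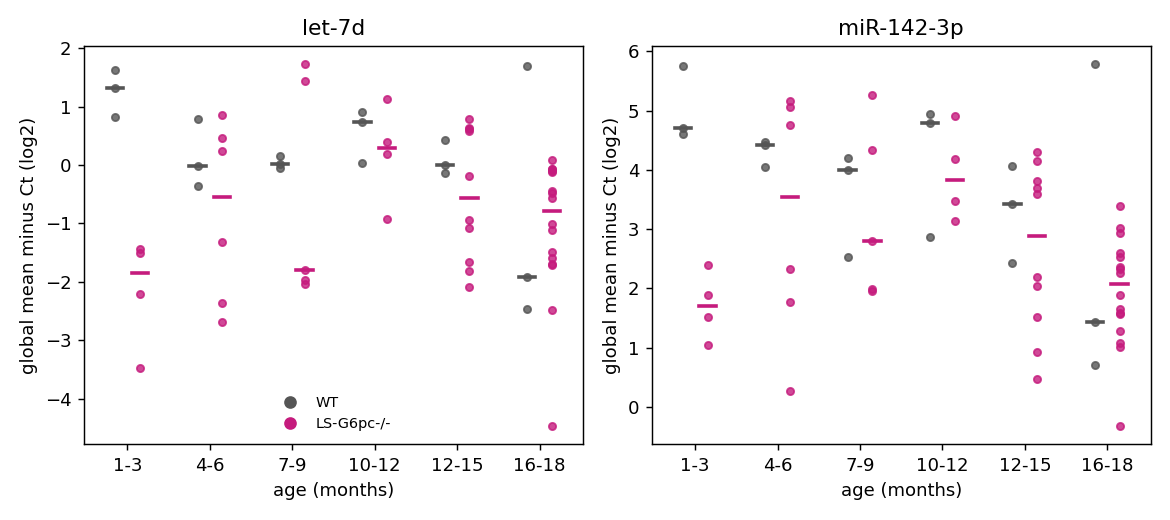
Levels of let-7d and miR-142-3p (y axes, log2, relative to the mean of all measured assays of the mouse) by age in months (x axis) in WT mice (grey) and LS-*G6pc*-/- mice (pink). Points are mice and short lines are medians. The WT mice of 16-18 months are 3, and their let-7d lies at 1.69, -2.46 and -1.92.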

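Whether the difference between LS-*G6pc*-/- and WT mice varied with age was tested by a limma F test over the 5 differences between ages. For let-7d the test gave p = 0.143, and for miR-142-3p p = 0.240. No retained Exo-miR passed it, 0 at an adjusted and 0 at an unadjusted p under 0.05 in limma, and the smallest p was 0.0766 for miR-193b, named here after its value was seen. In simulated data this test called 17% of microRNAs made lower by 3 (log2) at 1-3 months alone. It therefore cannot decide against a change with age of that kind. From the medians by age the paper concludes that expression in LS-*G6pc*-/- mice is modulated with age.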

**Fig. 1.**
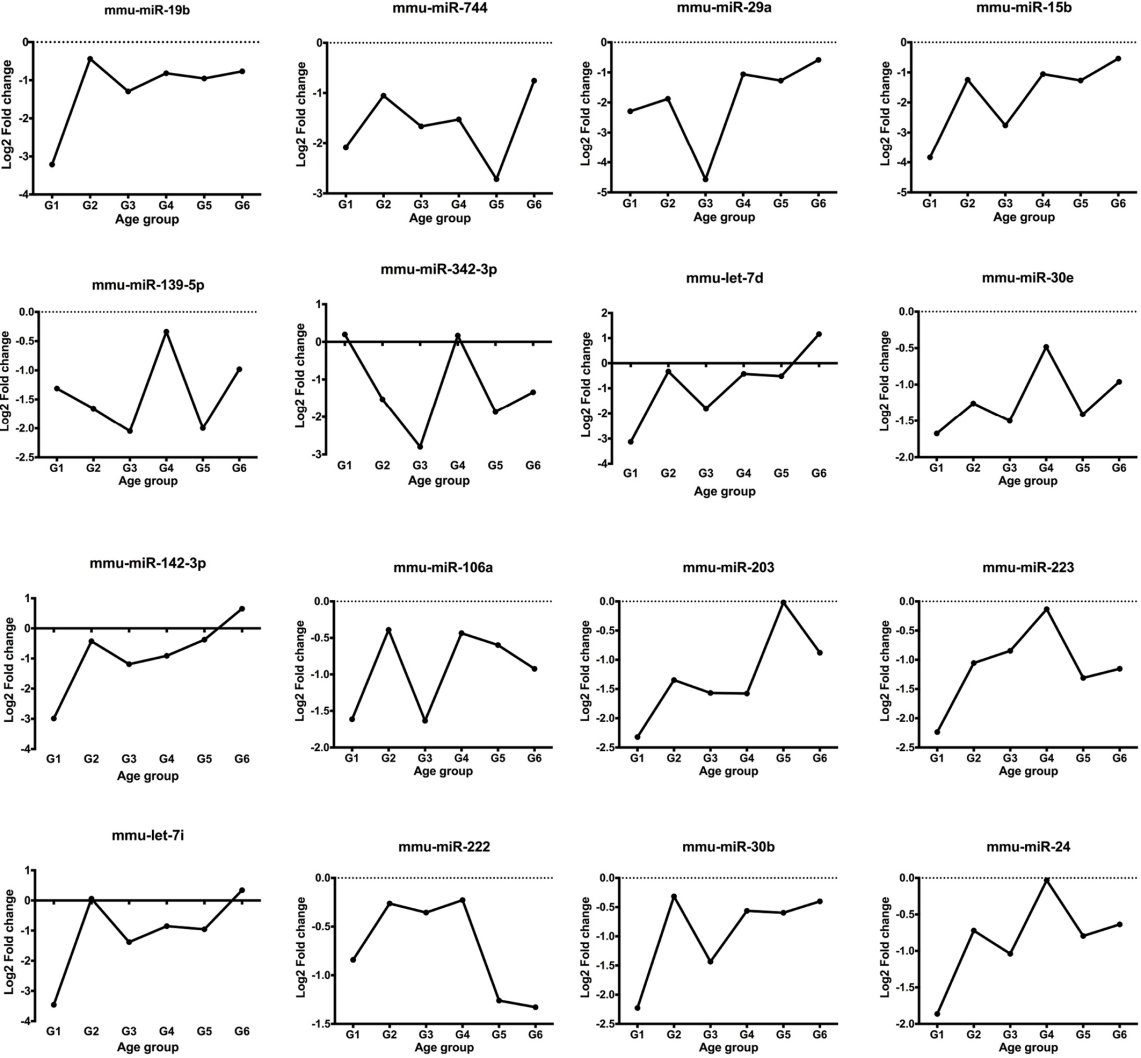
**Time course analysis reveals an age-dependent modulation of microRNA expression.** The plots show the median log2 fold change value for the 16 significant differentially represented Exo-miRs identified by the BETR method between LS-*G6pc*^−/−^ and WT mice grouped by age. The name of the microRNA is reported above each plot.

### Validation of microRNAs by qPCR

To verify our findings, Exo-miRs extracted from plasma of LS-*G6pc*^−/−^ mice and WT mice were analyzed by individual quantitative PCRs (qPCRs) based on specific TaqMan microRNA assays. Ten different Exo-miRs, differentially represented in LS-*G6pc*^−/−^ mice versus WT mice or in LS-*G6pc*^−/−^ mice with HCA versus LS-*G6pc*^−/−^ mice without HCA, were validated. Correlation analysis was carried out by the Pearson correlation and linear regression analysis between RT-qPCR and array cards *Ct* values to assess the reproducibility of our experiments. The results confirmed a high positive correlation of microRNA representation between the two experiments (*r*>0.48 and *P*<0.05; Fig. S3). Furthermore, we performed a differential expression analysis between LS-*G6pc*^−/−^ mice and WT mice using Student's unpaired *t*-test on the *Ct* values generated with array cards. 

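miR-744 reached its threshold later in LS-*G6pc*-/- mice, at a Ct of 27.83 ± 1.48 (SD, n = 44), than in WT mice, at 26.06 ± 1.16 (SD, n = 18), before any mean had been subtracted (two-sided permutation test, adjusted p = 0.00032). Later as well were miR-15b (adjusted p = 0.00232), miR-29a (adjusted p = 0.00232), miR-486 (adjusted p = 0.00232), miR-342-3p (adjusted p = 0.00357), miR-145 (adjusted p = 0.00467) and let-7i (adjusted p = 0.00571), by the same permutation test over the 8 Exo-miRs of the first column of Table 1. miR-409-3p was earlier, by -1.33 cycles (adjusted p = 0.00421). In run period 3 the test passed for 4 of the 8, which were miR-744, miR-15b, let-7i and miR-409-3p, and the difference turned to -0.17 cycles for miR-342-3p. The raw Ct also rests on how much RNA was put on the card. The mean raw Ct of the 44 assays measured in every mouse was 24.83 ± 1.33 (SD, n = 45) in LS-*G6pc*-/- mice and 24.02 ± 1.02 (SD, n = 18) in WT mice (two-sided permutation test, p = 0.0222).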

The *Ct* value was significantly higher for LS-*G6pc*^−/−^ mice than for WT mice, confirming the downregulation of these microRNAs (*P*<0.05; Fig. S4). These results validate the data of the microRNA analysis performed.

### Pathway analysis reveals the enrichment of insulin, chemokine, hypoxia and Wnt pathways in the profile of LS-*G6pc*^−/−^ mouse exosomes

We performed a pathway analysis based on microRNA target genes using gene ontology (GO) processes and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway anthologies. Pathway analysis was carried out for each significant Exo-miR (Table 1) using the MirWalk tool. Each significantly enriched pathway was associated with its regulating microRNA. For each set of Exo-miRs, the enriched pathways and processes were collected and organized into a functional enrichment results table. For the set of Exo-miRs significantly modulated in LS-*G6pc*^−/−^ versus WT mice, MirWalk identified 8384 targets. Pathway analysis showed significant enrichment of 32 GO biological processes and 62 KEGG pathways (adjusted *P*-value <0.05; Table S1). Among them, we observed an enrichment of target genes associated with AMPK and the insulin signaling pathway and thus with glucose and lipid metabolism for both miR744-5p and miR342-3p. Moreover, the enrichment of target genes involved in diabetes and its complications was associated with miR 744-5p. miR 342-3p and miR let-7i-5p modulate genes associated with cancer pathways and, among them, many genes linked to the Wnt/β-catenin pathway. In addition, two microRNAs targeting genes involved in chemokine signaling pathways (miR-744-5p), differentiation and activation of myeloid and lymphoid cells (let-7i-5p) were downregulated (Table 2).

**Table 2.**
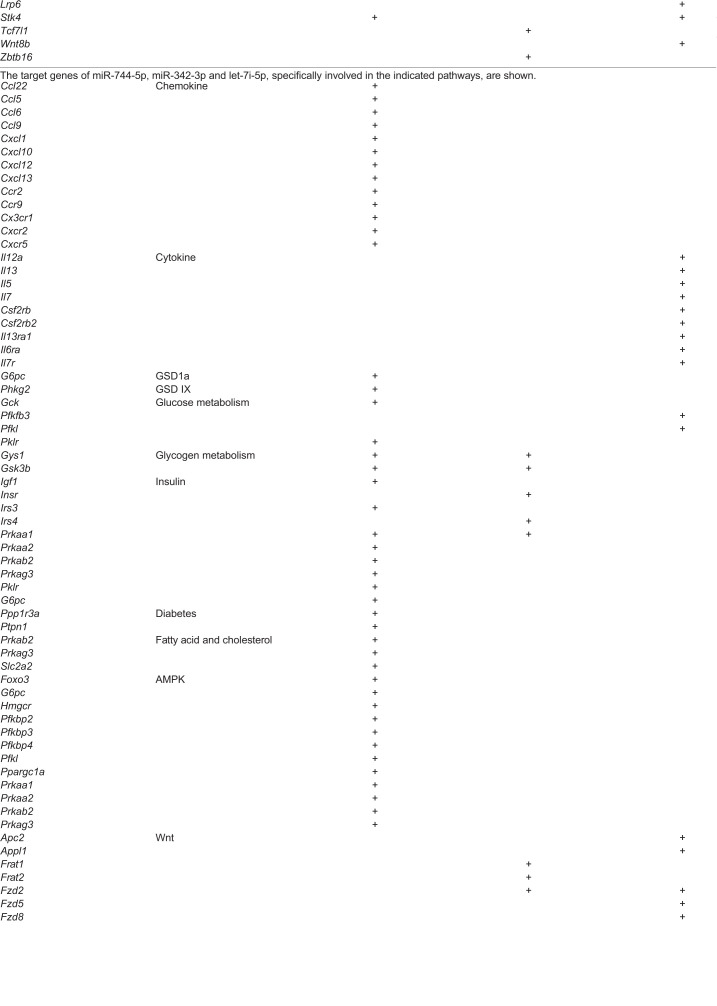
**Target **genes** of **miRs** significantly modulated in LS-*G6pc*^−/−^ mice**

For the set of Exo-miRs significantly modulated in LS-*G6pc*^−/−^ mice with HCA versus LS-*G6pc*^−/−^ mice without HCA, MirWalk identified 2605 targets. Pathway analysis showed significant enrichment of 34 GO biological processes and 16 KEGG pathways (adjusted *P*-value <0.05; Table S2). In particular, we observed an enrichment of miR-192-5p target genes involved in telomere maintenance and hepatocellular carcinoma and in the signaling pathway of FOXO1, a transcription factor that plays important roles in the regulation of gluconeogenesis and glycogenolysis by insulin signaling. Moreover, miR-192-5p targets genes involved in insulin resistance, apoptosis and immune regulation (Table 3).

**Table 3.**
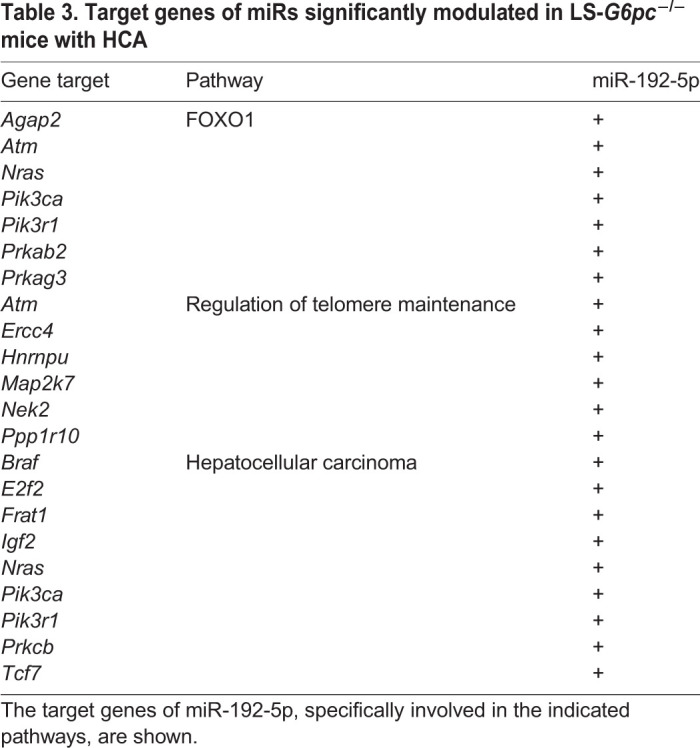
**Target genes of miRs significantly modulated in LS-*G6pc*^−/−^ mice with HCA**

For the set of Exo-miRs significantly modulated in LS-*G6pc*^−/−^ mice with amyloidosis versus LS-*G6pc*^−/−^ mice without amyloidosis, MirWalk identified 5995 targets. Pathway analysis showed significant enrichment of 51 GO biological processes and 64 KEGG pathways (adjusted *P*-value <0.05; Table S3). In particular, we observed an enrichment of miR-345-5p target genes involved in cancer pathways and hepatocellular carcinoma (Table 4). Of these, many genes belong to the Wnt/β-catenin signaling pathway, the processes of apoptosis or are associated with transcriptional regulation by *Hif1a*, such as *Arnt*, *Arnt2*, *Cul2* and *Egln1*. In addition, miR-192-5p, miR-345-5p and miR-21a-5p target genes involved in the regulation of both innate and adaptive immune responses.

**Table 4.**
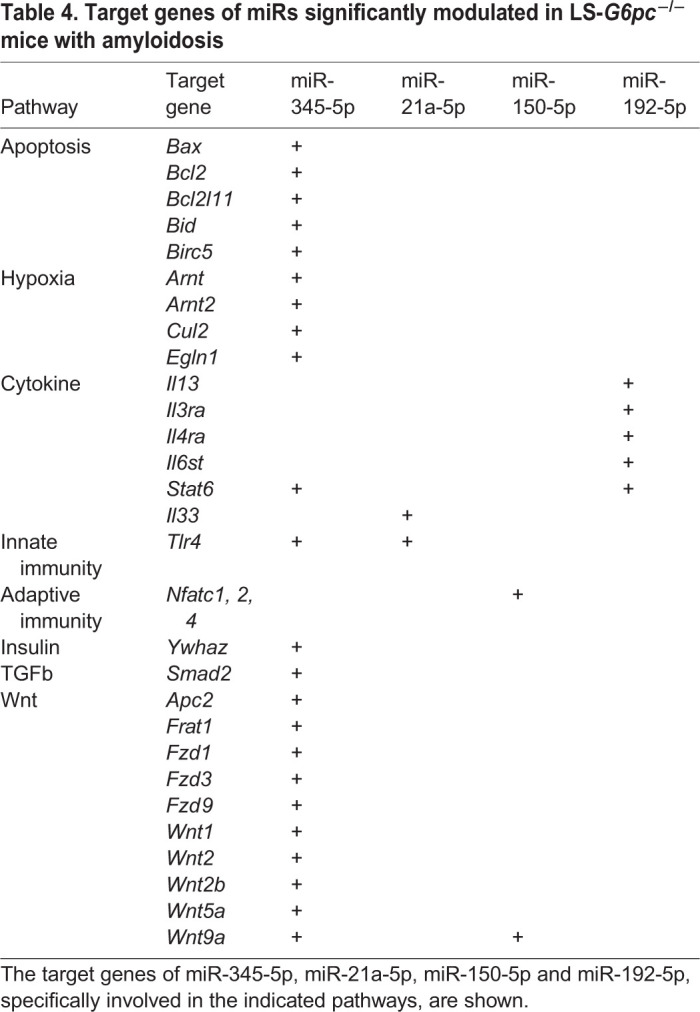
**Target genes of miRs significantly modulated in LS-*G6pc*^−/−^ mice with amyloidosis**

As reported above, 16 Exo-miRs showed modulation of expression over time. In particular, let-7d and miR-142-3p displayed a significant differential positive slope between LS-*G6pc*^−/−^ and WT mice. 

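The slope of the difference between LS-*G6pc*-/- and WT mice with age was fitted with limma from the midpoint of each age range. For let-7d it was 0.12 per month on the log2 scale (standard error 0.068, p = 0.0778, adjusted p = 0.984), from a slope of -0.099 in WT mice and 0.023 in LS-*G6pc*-/- mice. For miR-142-3p it was 0.087 per month (standard error 0.072, p = 0.233), from -0.14 in WT mice and -0.049 in LS-*G6pc*-/- mice. Leaving out 1 mouse at a time from the groups with at most 5 mice gave slopes of 0.085 to 0.16 for let-7d and 0.046 to 0.14 for miR-142-3p. Of the 61 slopes 34 were above 0, and 0 passed in limma at an adjusted or at an unadjusted p under 0.05. With the mean of the assays measured in every mouse subtracted, the slope of let-7d was 0.094 (p = 0.0409).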

Pathway analysis carried out on let-7d and miR-142-3p showed significant enrichment of three GO biological processes and 38 KEGG pathways (adjusted *P*-value <0.05; Table S4). We again observed an enrichment of target genes involved in the Wnt/β-catenin and chemokine pathways (Table 5), suggesting that these pathways might be crucial in the progression of liver disease. let-7d also targets genes involved in inflammatory processes or chemokine signaling pathways.

**Table 5.**
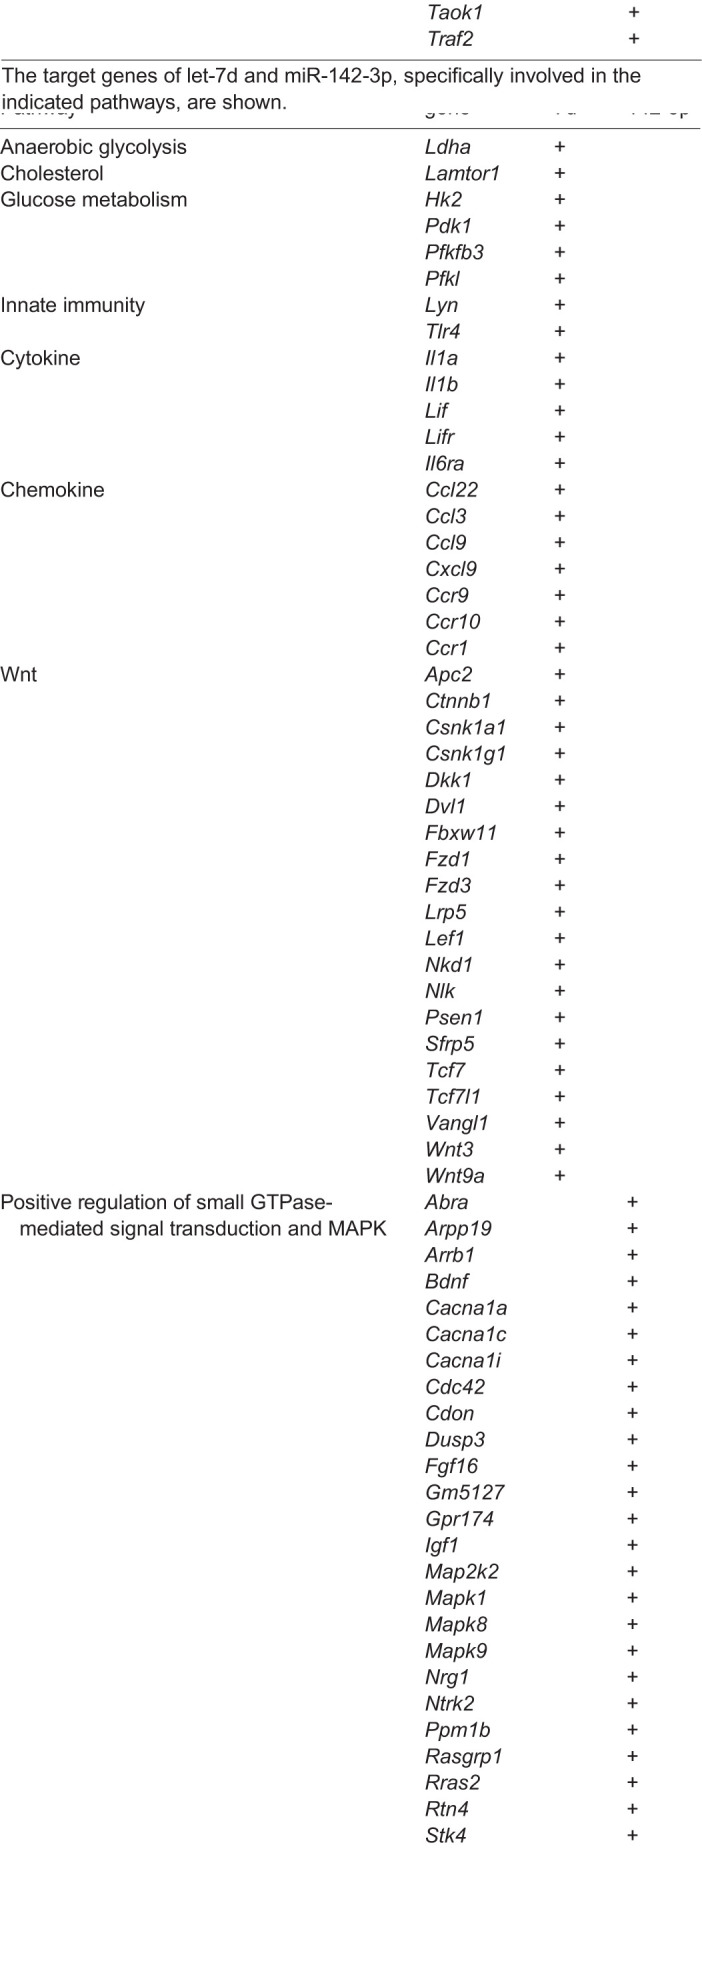
**Target genes of miRs significantly modulated in LS-*G6pc*^−/−^ mice over time**

### Analysis of overlapping between microRNA targets and Hallmark gene sets

Our recent study on the proteomic analysis of LS-*G6pc*^−/−^ and WT mouse livers (Cangelosi et al., 2019) reported evidence of metabolic reprogramming and a hypoxic environment within LS-*G6pc*^−/−^ mouse livers. On the basis of these findings, we hypothesized that exosomal microRNA might contribute to the regulation of these important biological conditions in LS-*G6pc*^−/−^ mice. We studied the overlapping between five known hallmark gene sets (glycolysis, hypoxia, fatty acid biosynthesis, inflammatory response and complement), retrieved from the MSigDB database version 6.2, and the targets of the microRNAs significantly modulated between LS-*G6pc*^−/−^ and WT mice. The five hallmark gene sets were chosen based on the results obtained by proteomic analysis. A Venn diagram between each Hallmark gene set and the 8384 microRNA targets is shown in Fig. 2. Hypergeometric tests performed on the overlapping genes reported significant overlap (*P*<0.05; Fig. 2). Furthermore, on analyzing the overlap between each couple of hallmark gene sets, we found that HALLMARK_HYPOXIA and HALLMARK_GLYCOLYSIS were the gene sets with the highest overlap (65 of 200 genes, 32.5%). This indicates that genes that contributed the most to enrichment were exclusive across gene sets, excluding the possibility that the overlap between hallmark gene sets and microRNA targets was constituted by the same set of genes.

**Fig. 2.**
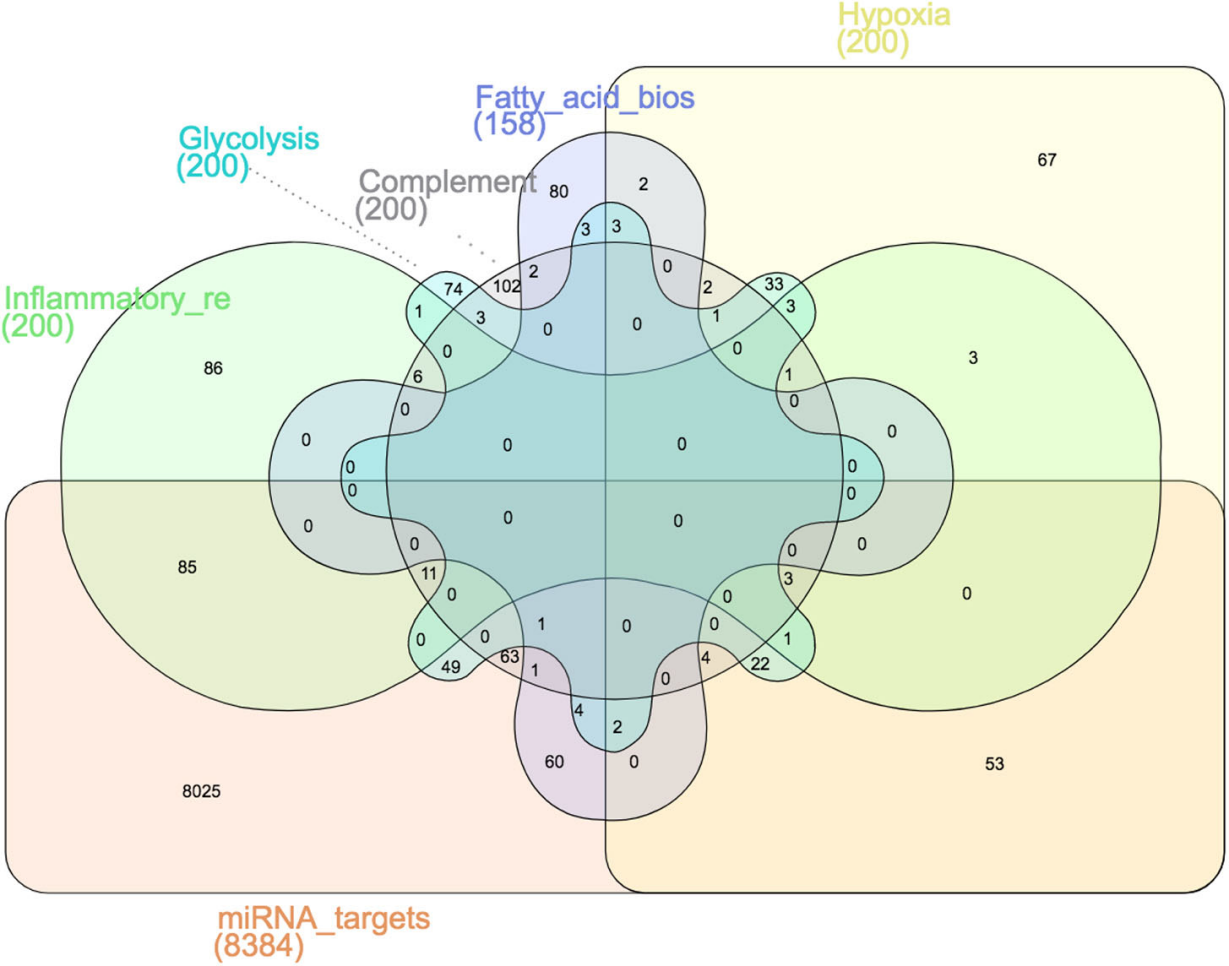
**Venn diagram among five selected hallmark gene sets.** Venn diagram showing exclusive and common genes among all possible combinations of five gene set enrichment analysis (GSEA) hallmark gene sets and Exo-miR target gene sets. Each combination is depicted by a distinct shape and color. Gray dotted lines link the gene set name and gene set shape when the gene set name could not be inserted above the shape. The GSEA gene sets used in the analysis belong to the hallmark collection of the Molecular Signature Database (MSigDB) v.6.2. A simplified colored name is reported for each MSigDB gene set for readability. The full MSigDB gene set names are as follows: HALLMARK_HYPOXIA, HALLMARK_GLYCOLYSIS, HALLMARK_FATTY_ACID_BIOSYNTHESIS, HALLMARK_INFLAMMATORY_RESPONSE and HALLMARK_COMPLEMENT. The number of genes of each MSigDB gene set is reported in parentheses below the gene set name. The targets of the Exo-miRs significantly modulated in LS-*G6pc*^−/−^ versus WT mice were organized into a gene set and referred to as microRNA targets. Exo-miR targets were identified using the MirWalk tool. The Venn diagram was drawn using the InteractiVenn tool.

This analysis reveals that Exo-miRs that are significantly modulated in LS-*G6pc*^−/−^ mice versus WT mice regulate genes connected with biological pathways previously identified by proteomic analysis as being associated with reprogramming of glucose-6-phosphate and with tumor development and progression.

## DISCUSSION

GSD1a animal models mirroring the human pathology are indispensable for basic and translational research aimed at discovering specific targets for the development of effective new therapies. The development of HCA in LS-*G6pc*^−/−^ mice is the consequence of a single gene mutation that inhibits the functioning of G6Pase-α and leads to liver degeneration and tumorigenesis. Thus, LS-*G6pc*^−/−^ mice are of major interest because they mimic spontaneous HCA formation with aging and its evolution into HCC, as in GSD1a patients. Thus, our animal model can provide an efficient means of discovering diagnostic markers of tumor formation in livers, and mouse and human cancer might have similar molecular signatures.

In this work, we evaluated whether Exo-miRs might represent potential biomarkers of GSD1a progressive pathologic manifestations, onset of liver tumors and development of HCC. An advantage of using the LS-*G6pc*^−/−^ mice was the possibility of performing the analysis in a homogeneous model, with a common genetic background and uniform disease progression. Moreover, the mouse model selected has allowed the clear definition of the hepatic contribution to the Exo-miR profile, because the liver is the only organ affected by the deletion of G6Pase-α in these mice. This initial approach allowed us to identify and select a restricted number of Exo-miRs whose expression is modulated in LS-*G6pc*^−/−^ mice.

Deregulation of distinct microRNAs in GSD1a patients with HCA was reported for the first time by Chiu et al. (2014). These authors proposed miR-130b as a new circulating biomarker for detection of GSD1a HCA. No overlap between the results obtained by Chiu et al. (2014) and our results was found except for miR-21, which we found to be upregulated in mice with amyloidosis and not in mice with HCA. The reason for the different results obtained in the two studies is probably attributable to the different experimental approaches. Chiu et al. (2014) conducted their study on liver or serum samples from GSD1a patients and healthy donors and compared the expression of selected microRNAs of GSD1a HCA samples with that of HCC cell lines, whereas we analyzed miR expression in circulating exosomes of mice and compared animals of similar age for each condition. In this respect, tissue might be more heterogeneous and possibly more prone to variations in expression of biological markers than exosomes, and mice might be more homogeneous than patients in the pathologic manifestations during the progression of the disease. Moreover, some studies have shown that there might be no correlation between serum microRNA and exosomal microRNA expression levels, probably because of RNase in serum, meaning that these two different assays cannot be substituted for each other (Zhang et al., 2019c), whereas in other cases differences between cancer tissues and exosomal microRNAs have been reported (Warnecke-Eberz et al., 2015).

The Exo-miRs we found to be deregulated in GSD1a mice with tumors are potentially relevant for the disease pathophysiology, according to the bioinformatic and literature analysis (Chen et al., 2018; Gao et al., 2017; Li et al., 2018; Zhang et al., 2019a). The signatures we have derived represent the liver-specific contribution to the Exo-miR profile of HCA development. We assume that the Exo-miRs differentially expressed between LS-*G6pc*^−/−^ and control mice that have been reported previously as biomarkers of HCC or have been involved in HCC development or progression can be regarded as prognostic markers of HCC development. Further analysis might allow a correlation between the Exo-miR profile and bHCA, of particular prognostic relevance for the development of HCC. Among the deregulated Exo-miRs, several are particularly attractive, because they have already been proposed as biomarkers for liver diseases and liver tumorigenesis (Liu et al., 2018; Tan et al., 2015; Wang et al., 2018a,b; Zhang et al., 2018) and might allow the identification of specific ‘signatures’ of HCA onset and disease progression, outcome or response to therapies. It was shown that miR-29a is downregulated in HCC and that this is correlated with overexpression of claudin, a protein involved in cell migration and metastasis (Mahati et al., 2017). miR-29a suppresses growth and migration of HCC by regulating CLDN1 (Mahati et al., 2017) and the oncogene IGF1R (Wang et al., 2017). miR-145-5p is involved in HCC-associated signaling pathways, such as Wnt, TGFβ and Ras, interacts with circular RNA in HCC (Qiu et al., 2019) and is one of the integrated signature of 13 microRNAs identified in HCC (Shi et al., 2015). miR-342-3p, like miR-29a, inhibits IGF1R (Liu et al., 2018) and might serve as a biomarker for poor prognosis in HCC (Gao et al., 2017). miR-744 was identified as an independent predictor of poor prognosis in HCC (Tan et al., 2015). miR-15b-5p inhibits OIP5, an oncogenic protein regulating cell cycle progression, which was found to be upregulated in HCC (Li et al., 2017) and is considered to be a biomarker for diagnosis of HCC (Chen et al., 2015). Finally, miR-142-3p is a tumor suppressor that inhibits HCC cell invasion and migration (Fu et al., 2018; Tsang et al., 2015) and might therefore represent another diagnostic biomarker for HCC patients.

Four of the seven downregulated Exo-miRs (i.e. let-7i-5p, miR-29-3p, miR-342-5p and miR-744-5p) are reported as direct or indirect modulators of the expression of multiple genes and/or signaling pathways (insulin signaling pathway and AMPK signaling pathway) relevant in glucose and lipid metabolism, suggesting their involvement in the regulation of energy metabolism reprogramming and the hypoxic conditions that characterize LS-*G6pc*^−/−^ liver versus WT (Fig. 3). In particular, miR-342-5p and miR-744-5p might upregulate hepatic glucose and glycogen levels by: (1) controlling, directly or via AMPK, glycolytic enzymes, including glucokinase (GCK), phosphofructokinase (PFK) and pyruvate kinase (PKL) (Liu et al., 2018; Zhang et al., 2019b); (2) regulating gluconeogenesis through the FOXO3 signaling pathway (Liang et al., 2013); and (3) controlling glycogen synthesis, owing to their action on glycogen synthase 1 (GSK1). miR-342-5p and miR-29a might be involved, via AMPK and/or SREBP, in the upregulation of cholesterol synthesis, through inactivation of HMG-CoA reductase (HMGCR) by phosphorylation or gene induction, respectively, and in *de novo* lipogenesis, via inactivation of acetyl-CoA carboxylase (ACC) and fatty acid synthase (FAS) by AMPK and overexpression by SREBP, resulting in increased amounts of fatty acids and triglycerides (Cheng et al., 2018; Li et al., 2013). In addition, the activity of ACC, FAS and HMGCR can be altered by miR-744-5p expression levels via the AMPK signaling pathway. Finally, let-7i-5p can also contribute to the reprogramming of metabolism by acting directly on lactate dehydrogenase A (*Ldha*) gene expression, resulting in the overproduction of lactate (Zhang et al., 2019b; Zhu et al., 2011). Lactate concentrations can be modified by miR-342-3p and let-7i-5p owing to their action on Hif1a expression (Zhang et al., 2017).

**Fig. 3.**
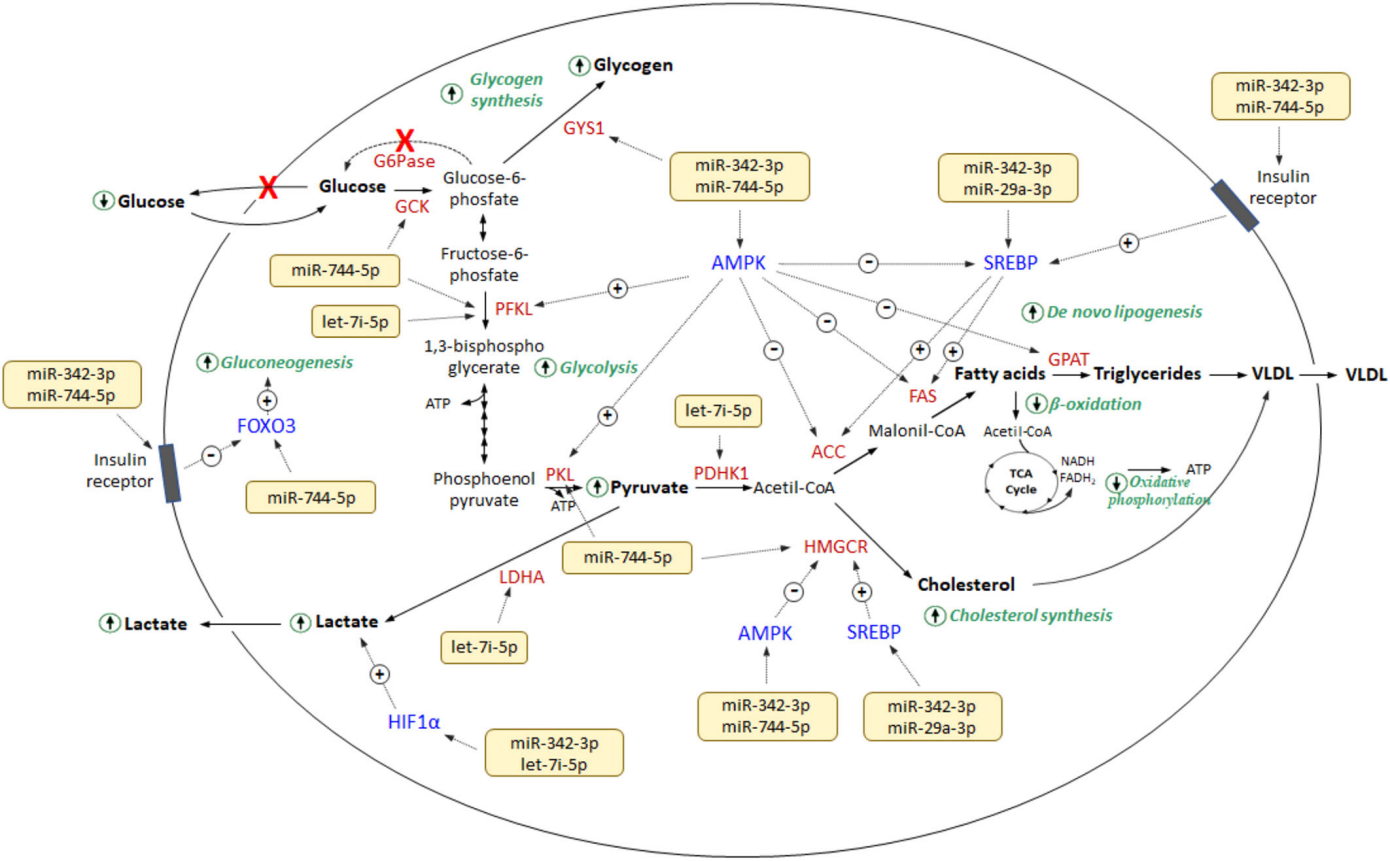
**Diagram showing the interaction among the deregulated miRs and targets relevant in glucose and lipid metabolism.**

Chronic inflammatory conditions can be associated with systemic amyloidosis, a serious, rare pathologic complication. Amyloidosis is attributable to increased production of serum amyloid A (Saa) protein, a nonspecific acute phase protein synthesized in the liver under the control of pro-inflammatory cytokines. Increased Saa production can be induced by tissue damage, infection or abnormal pro-inflammatory cytokine activity. Saa is deposited on several organs as insoluble amyloid fibrils that can damage tissue functions, although it might take years of chronic inflammation before manifesting itself (Simons et al., 2013). We have observed marked amyloid deposition both in vessel walls and within sinusoids in the liver (Resaz et al., 2014) and in the kidney (R.R., L.M., F.G. and A.E., unpublished information) in 90% of LS-*G6pc*^−/−^ mice >10 months of age. These observations were confirmed by proteomic analysis revealing that serum amyloid P-component (Apcs), Saa1 and Saa2 were upregulated in the affected mouse livers (Cangelosi et al., 2019). The increased frequency of deposition of amyloid in LS-*G6pc*^−/−^ mice in comparison to humans affected by GSD1a might be attributable to the characteristics of these animals or, in general, to the difference in the lifespan of humans versus mice. In the present study, we found that several Exo-miRs were modulated in LS-*G6pc*^−/−^ mice affected by amyloidosis versus LS-*G6pc*^−/−^ mice without amyloidosis. Among them, miR-192-5p and miR-409-3p were also upregulated in LS-*G6pc*^−/−^ mice compared with WT, and miR-486a-5p was also downregulated in LS-*G6pc*^−/−^ mice versus WT (Table 1). Moreover, miR-192-5p, miR-345-5p, miR-409-3p, miR-21a-5p and miR-150-5p have been associated with inflammatory states, and, among them, miR-345-5p, miR-21a-5p and miR-150-5p are unique to the amyloidosis condition of the animals. Interestingly, miR-192-5p, miR-345-5p and miR-21a-5p can target genes involved in the regulation of both innate and adaptive immune responses. Another Exo-miR, let-7d, targets genes involved in inflammatory processes or chemokine signaling pathways. This microRNA is downregulated in LS-*G6pc*^−/−^ mice in comparison to WT mice.

The results indicate that LS-*G6pc*^−/−^ mice have an Exo-miR signature indicating both a reduction of the mechanisms participating in the resolution of inflammation (Il4, Il13 and Il33) and increased activation of the pathways promoting inflammation (Bottazzi et al., 2018). The latter include Il1a, Il1b, lif, the Il6 receptor (Il6ra) and different chemokines or chemokine receptors. Interestingly, Il6 (Bergmann et al., 2017) and Il1 (Sakurai et al., 2008) have been shown to contribute to the development of HCA and HCC. LS-*G6pc*^−/−^ mice also present microRNAs regulating genes involved in myeloid or lymphoid differentiation (Csf2rb, Il3 and Il7), the latter including T, B and innate lymphoid cells (ILCs) (Annunziato et al., 2015). These microRNAs also target genes coding for molecules involved in the recruitment of immune cells in peripheral tissues and for Il13 and Il5, cytokines known to promote type 2 immune responses and the development of chronic inflammation (Annunziato et al., 2015). In this context, a type 2-polarized microenvironment has been detected in most tumors, including HCC.

## MATERIALS AND METHODS

### Sample collection, histology and phenotype analyses

All animals were maintained in a conventional animal facility in 12 h-12 h light-dark cycles, fed *ad libitum* and monitored throughout their lifespan. All animal studies were approved by the Ethical Committee for Animal Experimentation (CSEA) as Animal Use project no. 291 communicated to the Italian Ministry of Health, with regard to the article of the D.lgs 116/92, and carried out at the animal facility of the National Institute for Cancer Research (Genova, Italy). Livers were fixed in 10% buffered formalin for 24 h. Formalin-fixed tissues were then processed, and 4-μm-thick sections were cut and stained with Hematoxylin and Eosin for histological analysis. All animals were evaluated phenotypically as described by Resaz et al. (2014). Sixteen LS-*G6pc*^−/−^ mice developed hepatic adenoma. Livers of WT mice were normal.

### Exosome isolation and microRNA purification from plasma

Blood was collected with a syringe from the left ventricle at the time of sacrifice, placed into EDTA tubes and centrifuged at 750 ***g*** for 10 min at room temperature (RT) to collect plasma. Plasma was stored at −80°C to be used for exosome isolation. Samples were collected at different time points (1-3, 4-6, 7-9, 10-12 and 13-15 months) that reflect different stages of disease progression. Exosome isolation and RNA extraction were performed with the exoRNeasy Serum/Plasma Midi kit (Qiagen Italia, Milano, Italy), as recommended by the manufacturer. Briefly, to isolate exosomes, 100 µl of plasma was centrifuged at 16,000 ***g*** at 4°C to eliminate cellular debris. Supernatants were then mixed with one volume of XBP binding buffer, loaded onto the exoEasy spin column, and spun at 500 ***g*** for 1 min at RT. Exosomes, bound to the filter of the column, were washed with 3.5 ml of XWP Washing Buffer by centrifuging at 5000 ***g*** for 5 min at RT. The spin column was transferred to a new collection tube and centrifuged at 5000 ***g*** for 5 min at RT after the addition of 700 µl of QIAzol to the membrane, to lyse exosomes and proceed with RNA purification. RNA extraction was performed according to the manufacturer's instructions. Quality control evaluation was performed with the Agilent 2100 Bioanalyzer, using the Small RNA Assay (Agilent Technologies Spa, Cernusco sul Naviglio, Milano, Italy).

### Quantitative real-time PCR (qRT-PCR)

Exo-miRs were analyzed with the TaqMan Array Card Technology. Exo-miRs were reverse transcribed with the TaqMan microRNA Reverse Transcription Kit, using the Megaplex RT primers Rodent Pool A (Thermo Fisher Scientific, Monza, Monza e Brianza, Italy). Pre-amplification of complementary DNA was performed with TaqMan PreAmp Master Mix and Megaplex Pre-Amp primers Rodent Pool A. The pre-amplification product was diluted according to the manufacturer's instructions and used to perform microRNA profiling on the ViiATM 7 Real-Time PCR System. Briefly, 9 µl of the diluted pre-amplified product was mixed with 450 µl TaqMan Universal Master Mix II, No UNG (Thermo Fisher Scientific) and 441 µl of nuclease-free water. One hundred microliters of the PCR reaction mix was dispensed into each well of the TaqMan Array Rodent microRNA A card (Thermo Fisher Scientific), enabling the quantification of 381 microRNAs. The modulation of Exo-miR expression in LS-*G6pc*^−/−^ mice was validated for five microRNAs by qRT-PCR on the ViiATM 7 Real-Time PCR System. Briefly, 0.3 µl of the diluted pre-amplified product was mixed with 7.5 µl TaqMan Universal Master Mix II, No UNG (Thermo Fisher Scientific), 1.75 µl of nuclease-free water and 0.75 µl of primers specific for each microRNA. The Δ*Ct* obtained with the array card was compared with that obtained by qRT-PCR to confirm differential expression if microRNA in every group analyzed.

### Bioinformatic procedures and statistical analysis

Data processing, categorization, normalization, filtering, imputation and differential expression were carried out using the PIPE-T galaxy tool (Zanardi et al., 2019). The *Ct* values falling within the range 14-32 were categorized as reliable values as recommended by the guidelines of the manufacturer. Global mean normalization was used to reduce any technical variability introduced in the data by the RT-qPCR experiments (Zanardi et al., 2019). Only Exo-miRs with ≤5% of missing values were retained for the analysis to reduce the bias introduced by imputation. The Mestdagh method (Zanardi et al., 2019) was used to assign a numeric expression value to missing values. The rank product method (Zanardi et al., 2019) implemented with the RankProd R package was used to identify significant differentially expressed microRNAs. Pathway analysis was performed for both predicted and validated targets of an Exo-miR using mirWalk version 3.0 (Sticht et al., 2018) and carried out using GO and KEGG gene set collections. An additional enrichment analysis was carried out using hallmark gene sets taken from MSigDB version 6.2 (Liberzon et al., 2015). The list of targets associated with an Exo-miR was identified by setting mouse as the species type. For time course analysis, mice were grouped according to their age into six groups, from 1 to 18 months of age, 3 months apart, and the analysis was carried out using the BETR R package (Aryee et al., 2009). To control the expected number of false-positive findings, we set up a maximum false discovery rate (FDR) of 5%. In order to focus on the most reliable age-dependent modulated Exo-miR, we considered an Exo-miR to be significant if the differential expression probability was >0.7. Overlapping among the lists of genes was carried out with Venn diagrams. The significance of the overlapping was estimated with hypergeometric statistics using the Stats R package (http://www.R-project.org/). The degree of correlation between the *Ct* values of RT-qPCR array cards and of validation experiments was assessed with the Pearson correlation. The significance of the difference of expression between LS-*G6pc***^−^**^/**−**^ and WT mice or between LS-*G6pc***^−^**^/**−**^ mice with HCA and those without HCA in the validation experiments was calculated using Student's unpaired *t*-test. Statistical analysis was carried out using GraphPad Prism version 6.0 for Mac (www.graphpad.com).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

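RNA of plasma exosomes was measured by qRT-PCR array cards in 45 LS-*G6pc*-/- and 18 WT mice, with 1 card per mouse and 3 WT mice at each of 6 ages. The authors deposited the raw Ct of each of the 384 wells of a card and a table of normalized Ct. In the raw table a well without a Ct holds 40, and a card threshold of 0.1 was used. A Ct is on a log2 scale with the sign reversed, as deposited, and the authors made the normalized values by subtracting from each log2 value the mean of the measured Ct of the mouse with the PIPE-T tool. The deposited normalized table was neither filtered for missing assays nor imputed, and its 4 U6 entries repeat the first U6 well. The raw table and the single card files held equal Ct values for the same wells.

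The values reported here were computed from the raw Ct. A Ct from 14 to 32 counted as measured, the mean of the measured Ct of each mouse was subtracted, and microRNAs missing in more than 5% of the 63 mice were left out. A missing value was set to the highest normalized Ct of the microRNA plus 1, since the paper's text names the imputation method without giving its steps. The sign was then turned, so that a higher log2 value means a higher level. The name of each microRNA is that of its assay on the card, without the species prefix for mouse assays. No read counts exist for these data. The precision of a value rests on the number of mice and on the number of measured assays per card, whose median was 133 over the 63 cards.

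Comparisons were made with limma (version 3.58.1) in R (version 4.3.3), with Benjamini-Hochberg adjustment over the retained Exo-miRs and a threshold of 0.05. LS-*G6pc*-/- mice were compared with WT mice over all ages, and mice with and without HCA or amyloidosis among the LS-*G6pc*-/- mice of 10-18 months. The time course was an F test over the 6 differences between genotypes, 1 per age, in place of BETR, which was not used here. The variation of the difference with age was tested by an F test over 5 differences between ages and by a slope per month, taking the midpoint of each age range. Lists of microRNAs with at least 3 retained members were tested with fry of limma, which tests whether the members of a list move on balance one way and compares no list with other lists. Of 14 lists, 10 were tested. The lists of muscle, mesenchymal, miR-29 and *Dlk1-Dio3* microRNAs had 1 retained member each and were not tested as lists. Two-sided permutation tests used 100000 resamples, detection was compared by Fisher's exact test on assays measured in at least 5 mice and not measured in at least 5, and noise by the Kolmogorov-Smirnov test. Python (version 3.11.15), numpy (version 2.4.6), scipy (version 1.17.1), pandas (version 2.3.3) and matplotlib (version 3.10.9) were used. No paired analysis was possible because each mouse gave 1 card and belongs to 1 group.

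The tests, the lists and the microRNAs to be named were chosen before the data were examined, apart from those marked as chosen later, and values in the tables of the paper count as seen. Named were every microRNA of Table 1, of Fig. 1 or of the results text, miR-130b of the discussion, the 10 with the smallest adjusted p under 0.05 in each comparison of groups, the 5 with the smallest in the time course and in the detection test, and up to 4 members of a list with the largest changes. The lists of microRNAs that the paper ties to inflammation and to HCC were chosen by the study on these samples.

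The alternatives were other references for normalization (the mean of the assays measured in every mouse, the median of the measured Ct, U6, quantile normalization and the deposited normalized values), a Ct limit of 35, filters of 20% missing or of no missing mouse, missing values left out or set to the mean, the rank product with 100 permutations of the mouse labels, the thresholds of the note to Table 1 (an unadjusted p of 0.05 and an absolute log2 fold change of 0.58), the unmoderated test per microRNA that the paper names for Ct values, sample weights, covariates for age, amyloidosis, HCA or measured assays, run period as a block, subsets of mice and leaving out 1 mouse at a time. The calendar year of each run was read from the card files and used as 3 run periods, so that batches within a year, if any, were not held fixed. The rank product was computed with an implementation of its own, since the RankProd package was not used here.

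The tests were checked on simulated data of 61 independent microRNAs in 20 simulations. For LS-*G6pc*-/- against WT mice, limma called 48.75% of the microRNAs given a log2 change of 1 and 95.62% of those given a change of 2, and 0.33% of the unchanged ones. For HCA the share was 28.12% for a change of 1 and 85.62% for a change of 2, and for amyloidosis 22.5% and 81.25%. The time course test called 90% of microRNAs that were lower by 2 at every age and 25% of those lower by 3 at 1-3 months alone, the test of variation with age called 17% of the latter, and the slope test 83% of those with a slope of 0.3 per month. Age groups of 4 to 10 mice, all of them LS-*G6pc*-/-, were searched for a mouse apart from the others. The search was made for several measures, and 0 mice were found in 20 searches, each of 1 measure in 1 group. The WT groups, with 3 mice each, and the oldest LS-*G6pc*-/- group, with 16 mice, were not searched. The individual RT-qPCR assays, pathway analyses and supplementary files of the paper were not analysed here.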

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

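Chosen only after the result was seen were the tests with U6 as the reference, within run period 3, of the raw Ct, of the slope with age, of mouse WT206, of age for miR-145, of run period 3 at 16-18 months, of the assays measured among LS-*G6pc*-/- mice, and the splits within run periods.

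Assays outside the 61 retained Exo-miRs, which the paper does not discuss, were measured in a larger share of LS-*G6pc*-/- mice than of WT mice. By two-sided Fisher's exact test these were miR-139-3p (60% of 45 LS-*G6pc*-/- mice and 0 of 18 WT mice, adjusted p = 0.000918), miR-380-5p (57.8% and 1 of 18, adjusted p = 0.00487), miR-434-5p (37.8% and 0 of 18, adjusted p = 0.0154), miR-381 (33.3% and 0 of 18, adjusted p = 0.0250) and the rat assay of miR-190b (33.3% and 0 of 18, adjusted p = 0.0250). The last 3 were chosen for naming after their values were seen. In run period 3, which holds 17 of the 18 WT mice, the first 4 were measured in 0 of 11 LS-*G6pc*-/- mice and the last in 1. In the LS-*G6pc*-/- mice of run periods 1 and 2 they were measured in 27, 26, 17, 15 and 14 of 34 (Fisher's exact test against run period 3, p = 3.14e-06, 7.45e-06, 0.00308, 0.00818 and 0.070). Genotype as the whole cause is argued against by this for the first 4, and whether WT mice would have had them in run periods 1 and 2, which hold 1 WT mouse, stays open. For the 24 assays that passed, the highest count in 100 splits of the same mice was 1 apart from the real one, the 1 split with as many, and 11 in splits that kept the groups of each run period in number (again 1 split with as many). No other split of either kind thus reached the count, but the splits did not hold age or card depth fixed. In Fisher's exact test 0 passed without the 2 oldest ages (27 at an unadjusted p under 0.05), and 0 passed within run period 3 (16). With fewer mice there, miR-31, miR-125a-3p and miR-200b still had a smaller share in LS-*G6pc*-/- mice (6, 0 and 5 of 11) than in WT mice (17, 8 and 15 of 17). Cards of LS-*G6pc*-/- mice also had fewer measured assays in that run period (122 on average against 148), which Fisher's test does not take into account.

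The plant control, for a microRNA that mice lack, was measured in 6 mice, 1 LS-*G6pc*-/- and 5 WT mice.

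The level of most retained Exo-miRs was lower in LS-*G6pc*-/- mice. A run period effect as the whole cause is argued against by run period 3, within which the median log2 fold change was -0.83 and 54 of 61 lay below 0. The mean of each mouse was taken over unequal sets of assays, and it did not differ (-0.0783 cycles, permutation test, p = 0.558) although the assays measured in every mouse came later by 0.816 cycles (p = 0.0222), so that the gap between the 2 differed by -0.894 (p = 0.000650), and by -0.691 in run period 3 (p = 0.0313). That gap gives the lower level by arithmetic and does not say which mean is right, and with U6 as the reference the mean difference was -0.16 (95% interval -0.98 to 0.65), so it stays open whether the unequal sets or less RNA on the cards of LS-*G6pc*-/- mice, where U6 came later by 0.703 cycles (p = 0.168), made it. A lower level from the loss of glucose-6-phosphatase cannot be told apart from these, because no external RNA of known amount was analysed here. The 4 U6 wells are among the assays measured in every mouse, so the later Ct of U6 and of those assays are not separate measures.

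The medians of let-7d and miR-142-3p lay below WT at 1-3 months and above WT at 16-18 months. A run period effect on the LS-*G6pc*-/- cards that is equal at all ages is argued against as the whole cause at 1-3 months. Among LS-*G6pc*-/- mice of the other ages, with age group as a covariate, run periods 2 and 3 differed by 0.025 for let-7d (95% interval -0.96 to 1.01) and by -0.089 for miR-142-3p (95% interval -1.13 to 0.95). At 1-3 months all LS-*G6pc*-/- cards were of run period 2. An effect at that age alone, or of a batch within run period 2, is therefore not covered. For 16-18 months run period stays open, since WT206 is the only WT card of run period 2, and within run period 3 (4 LS-*G6pc*-/- and 2 WT mice) the means lay below WT by -1.20 for let-7d (95% interval -4.49 to 2.10) and -1.05 for miR-142-3p (-5.61 to 3.51). Without mouse WT207, with 81 measured assays, the difference of the medians at 16-18 months became -0.41 and -1.54, as had been set beforehand, but without mouse WT206, with 118, it also became -0.68 and -1.17, and without mouse WT104, with 183, it stayed above 0 (1.4 and 1.0), so the change cannot be credited to few measured assays. The slope of the genotype difference, the biological explanation, was 0.12 per month for let-7d (95% interval -0.014 to 0.26) and 0.087 for miR-142-3p (95% interval -0.057 to 0.23), and stays open with 3 WT mice per age.

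miR-145 was lower in LS-*G6pc*-/- mice with HCA, by -2.53 (standard error 0.55, adjusted p = 0.00297). Age as the whole cause is argued against by a log2 fold change of -2.06 (95% interval -3.31 to -0.82) among the mice of the 2 oldest ages with age as a covariate, run period by -1.98 (-3.11 to -0.85) with run period as a block, and the value set for missing assays by -2.26 (-3.30 to -1.22) with missing values left out. The call ended with age (standard error 0.60, adjusted p = 0.102, fewer mice) and with run period (standard error 0.55, adjusted p = 0.0583), as the fold was smaller with a similar spread. It also ended with the rank product (adjusted p = 0.0600) and without mice of under 100 measured assays, but not with measured assays as a covariate. Of those mice, KO1385, KO1412, KO1087 and KO1313 had HCA, with miR-145 at -2.82, -5.22, -0.89 and -2.93. The value of KO1412 is that set for a missing assay. KO1413 had no HCA, with miR-145 at 1.79. A joint model of age and run period was not run, and a link of miR-145 in plasma exosomes with HCA may be one explanation among those that stay open.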

How the results depend on the processing

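Chosen only after the data were seen were the settings with all 45 LS-*G6pc*-/- mice, within run period 2 or 3, without mice of under 100 measured assays, and with run period as a block for the lists and for the 2 tests of change with age.

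Of the values of single microRNAs between LS-*G6pc*-/- and WT mice, 301 kept their direction and side of the threshold, 132 lost and 4 gained the call, and 9 reversed. For HCA 43 were kept, 18 lost the call and 1 reversed, for amyloidosis 135, 5 gained and 4 reversed, for the time course 33, 5 lost and 2 gained, for the slope 25 kept, and for the raw Ct 28, 3 lost and 1 reversed. For miR-744, KO versus WT (KO is the name of LS-*G6pc*-/- mice in the sample labels), the adjusted p ran from 4.2e-10 with sample weights to 0.209 with U6, and for miR-145, HCA versus no HCA, from 0.00100 with measured assays as a covariate to 0.312 in run period 2. The cause was not tested for any change below unless it is named.

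Between LS-*G6pc*-/- and WT mice, where 44 Exo-miRs passed, the counts that moved were 8 with the mean of the assays measured in every mouse, 0 with U6 (limma, 7 at an unadjusted p under 0.05), 7 with quantile normalization, 1 with the rank product, 8 with the rank product at the thresholds of Table 1, 18 with measured assays as a covariate, 9 with run period as a block, 17 without LS-*G6pc*-/- mice with HCA or amyloidosis (fewer mice), 21 in run period 3 and 15 in run period 3 with the mean of the assays measured in every mouse (fewer mice). It was 31 to 56 with the others.

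For HCA, where 2 passed, 1 passed with each of the mean of the assays measured in every mouse, the median Ct, U6, quantile normalization, 20% missing and no missing mouse, 16 with limma at the thresholds of Table 1, 5 with the rank product at these thresholds and all 45 mice, 5 with measured assays as a covariate and 12 with sample weights. The count was 0 with the rank product (5 at an unadjusted p under 0.05), and in limma with age as a covariate (3), the 2 oldest ages (3), run period as a block (8), run period 2 (7) and without mice of under 100 measured assays (10). For amyloidosis, where 0 passed, 4 passed with limma and 8 with the rank product at the thresholds of Table 1, 1 with all 45 mice, 10 with all 45 mice and the rank product at these thresholds, 8 without mice of under 100 measured assays, 1 with quantile normalization and 21 with sample weights.

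For the time course, where 1 passed, 0 passed in limma with a Ct limit of 35 (17 at an unadjusted p under 0.05), U6 (2), 20% missing (22), no missing mouse (10) and run period as a block (5), 2 with the mean of the assays measured in every mouse, 3 with the mean for missing values, 3 with quantile normalization, 4 without mice of under 100 measured assays, 5 with the median Ct and 44 with sample weights. Leaving out 1 mouse at a time gave 0 to 4, with 0 without each of 21 mice, 2 without KO1492, 3 without KO1160, WT115 or WT207 and 4 without KO1096. The variation with age had 0, and 12 with sample weights.

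Of the lists, 8 passed between LS-*G6pc*-/- and WT mice, but 2 with the mean of the assays measured in every mouse, 0 in fry with U6 (1 unadjusted), 5 with no missing mouse and 2 with quantile normalization. For HCA 4 passed, but 2 with the mean of the assays measured in every mouse, 0 with U6 (4 unadjusted), 0 with age as a covariate (3), 0 with run period as a block (3), 2 with no missing mouse and 0 with quantile normalization (4). For amyloidosis 0 passed, but 1 with the mean of the assays measured in every mouse and 6 with sample weights. Lists were not run with missing values left out, which fry does not accept. Of 24 assays in the detection test, 0 passed in Fisher's exact test without the 2 oldest ages (27 unadjusted) and 0 in run period 3 (16). The share missing was 55.5% with a Ct limit of 35, by construction. Of 8 raw Ct, 4 passed in run period 3.

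Values that reversed were miR-29a for amyloidosis with U6 (-0.086), miR-150 for genotype with quantile normalization (0.12), and miR-21 for genotype with measured assays as a covariate (0.011). Also for genotype, miR-192 was -0.41 with run period as a block, -0.26 without mice with HCA or amyloidosis and -0.36 in run period 3, miR-345-5p was -0.37, -0.078 and -0.38 with these, and miR-342-3p was 0.30 in run period 3, where its raw Ct was -0.17. miR-192 for HCA was -0.65 in run period 2. Without mice of under 100 measured assays, miR-21, miR-29a and miR-192 were -0.41, -0.028 and -0.040 for amyloidosis. In that comparison all the mice left out were without amyloidosis. Depth limits the assays near a Ct of 32, as 4073 wells lay above it.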

Differences from the paper's values

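No test in this part was chosen to come closer to the paper, and the settings within run period 3 and with all 45 LS-*G6pc*-/- mice were chosen only after the values were seen.

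The results text of the paper gives 11 Exo-miRs as lower in LS-*G6pc*-/- mice than in WT mice, while its discussion counts 7 and the first column of Table 1 lists 7. Here 43 of 61 were lower at an adjusted p under 0.05 from limma, while the paper used the rank product with the thresholds of the note to Table 1 (an unadjusted p of 0.05 and an absolute log2 fold change of 0.58). At those thresholds 44 were lower with limma and 7 with the rank product, and these 7 and miR-409-3p are the 8 Exo-miRs of the first column of Table 1. The rank product at these thresholds, as the paper used, thus gave the 7 of Table 1 and of the discussion. Of the alternatives set before the data were examined, the count came within 1.5 times the 11 of the results text with measured assays as a covariate (14) and with run period as a block (8). It did not come within 1.5 times that 11 with the other settings, from 0 (U6, rank product at an adjusted p) to 54 (at most 20% missing). Within run period 3 with the mean of the assays measured in every mouse, chosen after seeing the values, it was 9, and 3 of the 8 Exo-miRs of the first column of Table 1 did not pass. Of these 8, 2 did not pass with measured assays as a covariate and 4 with run period as a block.

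The paper gives 16 Exo-miRs for the time course by BETR, at the probability threshold of that method. Here 1, miR-744, passed at an adjusted p under 0.05 in limma, and 16 at an unadjusted p under 0.05, of which 13 are among those of Fig. 1. No alternative came near the count, with 0 to 5 passing, or 44 with sample weights.

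The log2 fold changes of Table 1 for LS-*G6pc*-/- against WT mice lay within the spread of those computed here, as did those for HCA and amyloidosis. With all 45 LS-*G6pc*-/- mice, a setting chosen after seeing the values, some came nearer. Table 1 gives about -2.0 for miR-145 with HCA, which was -2.53 here and -1.98 with all 45. For amyloidosis it gives about -2.0 for miR-486 (-1.75 here and -1.99 with all 45), about -1.3 for miR-150 (-0.99 and -1.27), about 0.77 for miR-21 (0.63 and 0.71) and about 0.71 for miR-29a (0.28 and 0.82), so that with all 45 the values of the last 2 lie each nearer to that of the other. The cause was not tested.

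The paper states that miR-192 is higher in LS-*G6pc*-/- than in WT mice. Here its log2 fold change was 0.18 (adjusted p = 0.696), and it passed with the mean of the assays measured in every mouse (1.07, adjusted p = 0.0498). With that mean in run period 3 it was 0.33 and did not pass (adjusted p = 0.663, limma). The paper states that miR-192 is higher with HCA. Here it was 0.66 (adjusted p = 0.401, higher in 9 of 16 mice), and it passed at the thresholds of the note to Table 1 with the rank product, as 1 of 3 Exo-miRs. The paper lists Exo-miRs that are lower or higher with amyloidosis. Here 0 passed in limma (4 at an unadjusted p under 0.05), 8 passed at the thresholds of the note to Table 1 with the rank product, and 10 with all 45 LS-*G6pc*-/- mice, a setting chosen after seeing the values. With the rank product miR-21 passed in neither (p = 0.147 and 0.0711), and miR-192 and miR-29a passed with all 45 alone. The paper states that let-7d and miR-142-3p rise over time to above WT. Here the slope of the level in LS-*G6pc*-/- mice was 0.023 per month for let-7d and -0.049 for miR-142-3p, and that in WT mice was lower (-0.099 and -0.14). The slopes of the difference between LS-*G6pc*-/- and WT mice, 0.12 and 0.087 per month, did not pass (p = 0.0778 and 0.233, limma). The medians lay above WT at 16-18 months, by 1.13 and 0.64, as in Fig. 1. The paper gives 14 of the Exo-miRs of Fig. 1 as lower at all ages. Here 12 of 16 were by medians, and besides let-7d and miR-142-3p, let-7i lay above WT at 16-18 months (0.32) and miR-342-3p at 1-3 months (0.20).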

Other observations

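All counts of other splits in this part were tests chosen only after the result was seen.

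miR-744, miR-15b and the other 42 Exo-miRs that passed between LS-*G6pc*-/- and WT mice were compared with 100 splits of the same mice. The real count of 44 was reached in 1 split, the real one, and the highest other was 19. These splits mix the run periods, and in splits that kept the groups of each run period in number the highest other was 43 (1 split with as many), so the size of the count cannot be credited to genotype alone. With run period as a block 9 passed, the highest other in splits of that kind was 4 and 1 split, the real one, had as many. No other split thus reached this count. The splits test the count and not each of the 9 Exo-miRs, and they did not hold age or card depth fixed.

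For HCA 2 passed, reached in 1 split (highest other 1), and in 3 splits that kept the groups of each run period (highest other 2). Each share is under 0.05, but in the latter the highest other equals the real count, and the splits did not hold age fixed. In limma 0 passed with run period as a block (8 at an unadjusted p under 0.05). With age as a covariate 0 passed as well (3 unadjusted), and 0 among the 2 oldest ages (3 unadjusted). Chance can therefore not be excluded firmly for this count. It cannot be excluded for the time course (1 passed, highest other 1, reached in 7 splits). For the variation with age, the slope with age and amyloidosis 0 passed, which each of the 100 splits reaches by construction, so that the splits say nothing of chance there (highest other 0, 0 and 26). The split with 26 may point to a structure of the samples or to Exo-miRs that vary together, which was not tested.

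For the lists between LS-*G6pc*-/- and WT mice (8 passed) 4 splits had as many (highest other 10), and 3 splits that kept the groups of each run period (highest other 8). This share is under 0.05, with the highest other at or above the real count in both. Of the lists for HCA 4 passed, reached in 3 splits (highest other 9) but in 9 splits that kept the groups of each run period (highest other 9), so that chance cannot be excluded. For amyloidosis 0 lists passed, reached in 100 splits by construction (highest other 5).

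After the mean of the assays measured in every mouse had been subtracted, miR-320 (log2 fold change 1.30), miR-685 (1.47) and miR-126-5p (0.89) passed as higher in LS-*G6pc*-/- mice (adjusted p = 1.68e-05, 0.00802 and 0.00802, limma), named here after their values were seen. With that of all measured assays they did not pass (adjusted p = 0.166, 0.259 and 0.984).

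The lists did not pass for amyloidosis in fry. The medians were -0.77 for erythrocyte microRNAs (adjusted p = 0.181, 1 lower when adjusted over the list alone), 0.75 for hepatocyte (adjusted p = 0.877), -0.17 for platelet (adjusted p = 0.887), -0.58 for leukocyte (adjusted p = 0.512), 0.17 for let-7 (adjusted p = 0.708), -0.51 for miR-17 and its paralogs (adjusted p = 0.573), -0.64 for miR-15/16 (adjusted p = 0.512), -0.30 for miR-30 (adjusted p = 0.708) and -0.13 for HCC-associated microRNAs (adjusted p = 0.768). miR-133a, the 1 retained muscle microRNA, had a log2 fold change of -0.67 between LS-*G6pc*-/- and WT mice, which turned to 0.22 with the mean of the assays measured in every mouse.

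miR-130b, which the discussion of the paper names, was measured in 34 of 45 LS-*G6pc*-/- and 16 of 18 WT mice (adjusted p = 0.474, two-sided Fisher's exact test) and was not retained.

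The number of measured assays was 165.5 ± 28.0 (SD, n = 8) in run period 1, 115.7 ± 18.3 (SD, n = 27) in run period 2 and 138.0 ± 27.5 (SD, n = 28) in run period 3. Its median was lower in LS-*G6pc*-/- than in WT mice at 1-3 months (107.5 and 163), 4-6 months (131 and 153), 7-9 months (114 and 150), 10-12 months (151 and 157) and 12-15 months (127.5 and 137), and equal at 16-18 months (118).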
